# Transcriptomic analysis of a wild and a cultivated varieties of *Capsicum annuum* over fruit development and ripening

**DOI:** 10.1371/journal.pone.0256319

**Published:** 2021-08-24

**Authors:** Fernando G. Razo-Mendivil, Fernando Hernandez-Godínez, Corina Hayano-Kanashiro, Octavio Martínez

## Abstract

Chili pepper (*Capsicum annuum*) is one of the most important crops worldwide. Its fruits contain metabolites produced over the maturation process like capsaicinoids and carotenoids. This metabolic process produces internal changes in flavor, color, texture, and aroma in fruits to make them more attractive for seed dispersal organisms. The chiltepin (*C*. *annuum* L. *var*. *glabriusculum*) is a wild variety of the *C*. *annuum* L. species that is considered a source of genetic resources that could be used to improve the current chili crops. In this study, we performed a transcriptomic analysis on two fruit maturation stages: immature stage (green fruit) and mature stage (red fruit) of a wild and a cultivated pepper variety. We found 19,811 genes expressed, and 1,008 genes differentially expressed (DEGs) in at least one of the five contrast used; 730 DEGs were found only in one contrast, and most DEGs in all contrasts were downregulated. GO enrichment analysis showed that the majority of DEGs are related to stress responses. KEGG enrichment analysis detected differences in expression patterns in metabolic pathways related to phenylpropanoid biosynthesis, secondary metabolites, plant hormone signal transduction, carotenoid biosynthesis and sesquiterpenoid and triterpenoid biosynthesis. We selected 105 tomato fruit ripening-related genes, and found 53 pepper homologs differentially expressed related to shape, size, and secondary metabolite biosynthesis. According to the transcriptome analysis, the two peppers showed very similar gene expression patterns; differences in expression patterns of genes related to shape, size, ethylene and secondary metabolites biosynthesis suggest that changes produced by domestication of chilli pepper could be very specific to the expression of genes related to traits desired in commercial fruits.

## Introduction

Domestication is a co-evolutionary process produced by the relationship between a domesticator and a domesticate [1]. The domestication process starts with the consumption of wild plants that eventually leads to their cultivation, assuming control over all aspects of its life cycle. Domestication gives rise to new species or differentiated populations and ends with the selection of the desired traits selected by humans for their survival [1, 2]. Domesticated plants display a domestication syndrome which consists of a significant increase in the size of their harvest parts, loss of dispersal ability, seed dormancy, and protection against herbivory. They become reliant on humans for their growth and reproduction, making them less capable to survive in the wild [2].

Chili pepper (*Capsicum sp*.) is one of the most important crops in the world [3]. It possesses agricultural and economic importance for Latin American, Asian and African countries [4, 5]. There, pepper fruits are used for human consumption, as natural coloring agents [6], food preservatives [7], an ingredient in pharmaceuticals, and as the key ingredient of self-defense sprays [8].

The *Capsicum* genus belongs to the *Solanaceae* family, native to southern North America and northern South America [9, 10]. The *Solanaceae* family includes other important crops like potato (*Solanum tuberosum*), tomato (*Solanum lycopersicum*), tobacco (*Nicotiana tabacum*), eggplant (*Solanum melongena*), and ornamentals like petunia (*Petunia sp*.). A different number of species have been reported for the *Capsicum* genus depending on the author, from 25 to 36 species [11]. Only five species are domesticated: *C*. *annuum* L. (Mexico and the northern part of Central America), *C*. *baccatum* L. (Peru and Bolivia), *C*. *chinense* Jacq. (West Indies), *C*. *frutescens* L. (mainly in the Caribbean and South America), and *C*. *pubescens* Ruiz & Pavon (found at higher altitudes in the Andes) [12–14].

*C*. *annuum* was domesticated in Mexico around 6,000 years ago, where it has been cultivated and consumed for hundreds of years [5, 15–17]. *C*. *annuum* is the most important and widely grown around the world [3, 18]. The fruits from different cultivars of this species display a lot of morphological differences in shape, size, and levels of pungency ranging from sweet to hot [19, 20].

Chiltepin (*C*. *annuum* L. var. *grabliusculum* (Dunal) Heiser & Pickersgill) is a wild variety of the *C*. *annuum* species distributed from the southwestern United States, Mexico, Central America to Colombia [21]. In Mexico, Chiltepin grows along the Pacific and Mexican Gulf coasts, from Sonora to Chiapas and from Tamaulipas to Quintana Roo [21–24]. This variety is the most likely progenitor of the domesticated *C*. *annuum* cultivars [25] and is considered an important genetic resource of primary genes that can be used for pepper crop improvement against drought, plagues, and diseases [26].

Pepper fruits are an excellent source of compounds such as carotenoids responsible for their diverse and attractive colors [27, 28] vitamins E, C, B complex, and provitamin A which bring health properties; polyphenol compounds such as flavonoids and cinnamic acid derivatives with anticancer activity; carbohydrates, sugars, calcium, magnesium [12, 29–31], as well as capsaicinoids, alkaloid compounds that confer peppers their characteristic pungency [12, 32, 33].

Tomato, a close relative of pepper, has been used as a model to study fleshy fruit development and ripening. Tomato fruit develops from the ovary in four stages: (1) flower fertilization, (2) proliferation of pericarp cells, (3) fruit growth due to cell expansion and endoreduplication ends with a mature green fruit (MG stage) with the fruit final size, and (4) ripening [34]. Fruit ripening is a biochemical process with dramatic metabolic changes [35] that produces the organoleptic properties characteristic of the pepper fruits. The ripening process has evolved to produce fruits attractive to seed dispersal organisms by activating metabolic pathways that biosynthesize pigments, sugars, acids, and volatile compounds (aroma associated) as well as promoting tissue softening and degradation for easy seed release [36].

Because of the economic and agricultural importance of chili peppers, and being a species used as a model organism for classical and molecular genetic analyses [37–39], many studies have been focused on analyzing the transcriptome of *Capsicum sp*. as a source of basic and applied knowledge. For example, transcriptome analysis has been used to identify genes involved in the biosynthesis of capsaicinoids [32, 40], and in response to different types of stress [41–43].

Previous transcriptome analysis of the genes involved in the chili pepper response by the geminivirus infection identified 309 differentially expressed genes between a control (healthy) and an infected tissue [41]. A study of the transcriptome from seedlings of heat-susceptible (S590) and heat-tolerant (R597) chili pepper varieties under heat stress reported 3,799 and 4,010 genes differentially expressed from R597 and S590, respectively, and 35 genes were confirmed to be involved in stress response [42]. A global transcriptomic analysis of chili pepper plants under different types of biotic/abiotic stress revealed that salicylic acid (SA) related genes activation may be affected by abiotic stress, methyl jasmonate (MeJA) and ethylene (ET) responsive genes may be affected by biotic stress, and abscisic acid-related genes may be affected by both biotic and abiotic stress [43]. A study of the transcriptome of chili pepper (*Capsicum annuum* L.; ‘tampiqueño 74’) during fruit maturation was carried out, sampling fruits at 10, 20, 40, and 60 days after anthesis (DAA). The most drastic changes in gene expression were reported from 10 to 20 DAA, and from 40 to 60 DAA; showing that the last interval is characterized by a downfall in genes expressed, indicating the end of the maturation process and the beginning of the senescence [44].

In the present study, we analyzed a wild and a cultivated pepper variety over two developmental stages: green (immature stage) and red fruit (mature stage) through Illumina-based transcriptome analysis. We found that the fruit ripening process is well conserved in *C*. *annuum* L. cv. ‘tampiqueño 74’ and *Capsicum annuum var*. *glabriusculum* ‘Chiltepin’; and morphological variability may be related to differences in the expression pattern of a small set of genes.

## Results

### RNASeq summary

Transcriptomic analysis of the wild Chiltepin (CH; *Capsicum annuum var*. *glabriusculum*) and the cultivated Serrano Tampiqueño (ST; *Capsicum annuum* L. cv. ‘Tampiqueño 74’) was performed at two stages (Fig 1A), the immature stage at 20 days after anthesis (DAA) for both CH and ST, and at mature state at 60 DAA for ST and 68 DAA for CH. All four samples of CH were purified and sequenced, yielding 260,680,166 raw reads (S1 Fig). Raw reads were trimmed of sequencing adaptors, and low-quality reads were filtered out. After filtering, 84G of data was produced, with 250,094,380 reads between 50 and 150 bp, and a quality Phred score ≥ 26 (S1 Table, S2 Fig). Clean reads were mapped against the reference genome (*Capsicum annuum* L. cv. ‘Zunla-1’) with a minimum unique alignment rate of 80% in all samples (S1 Table). Mapped reads were used to estimate gene abundances, which were used in subsequent differential expression analysis. 

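Chiltepin is a wild pepper whose small round fruits turn from green to red as they mature. The data behind the Chiltepin results are the counts of 4 RNA-Seq libraries, 2 from fruits at 20 DAA and 2 from fruits at 68 DAA. Each library held the pooled RNA of several whole fruits (pericarp, placenta and seeds), and the replicates came from different collections of fruits. The authors trimmed the reads with Trimmomatic, aligned them with Hisat2, counted them on genes with HTSeq-count and deposited the raw counts of each library without normalization. The counts on genes added up to 24771773 and 21370765 in replicates 1 and 2 at 20 DAA, and to 12139415 and 26130664 in replicates 1 and 2 at 68 DAA. Replicate 1 at 68 DAA was therefore the least deeply sequenced library, and low counts are least precise there. The paper's S1 Table gives 73510136, 66301768, 36046434 and 74236042 filtered reads for the same libraries, with both mates of a pair counted. The gene identifiers are those of cv. CM334, the reference that the methods name. From the deposited counts, CPM (counts scaled to the normalized size of the library), fold changes between the stages and tests were computed with edgeR. With 2 libraries per stage, an exact permutation test of a single gene cannot go below p = 0.333 (two-sided), so the tests borrow the spread between replicates from all genes. The Serrano libraries were not analysed here.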

Data of the cultivated variety (Serrano tampiqueño) was obtained as raw counts table from an ongoing research project [45].

**Fig 1:**
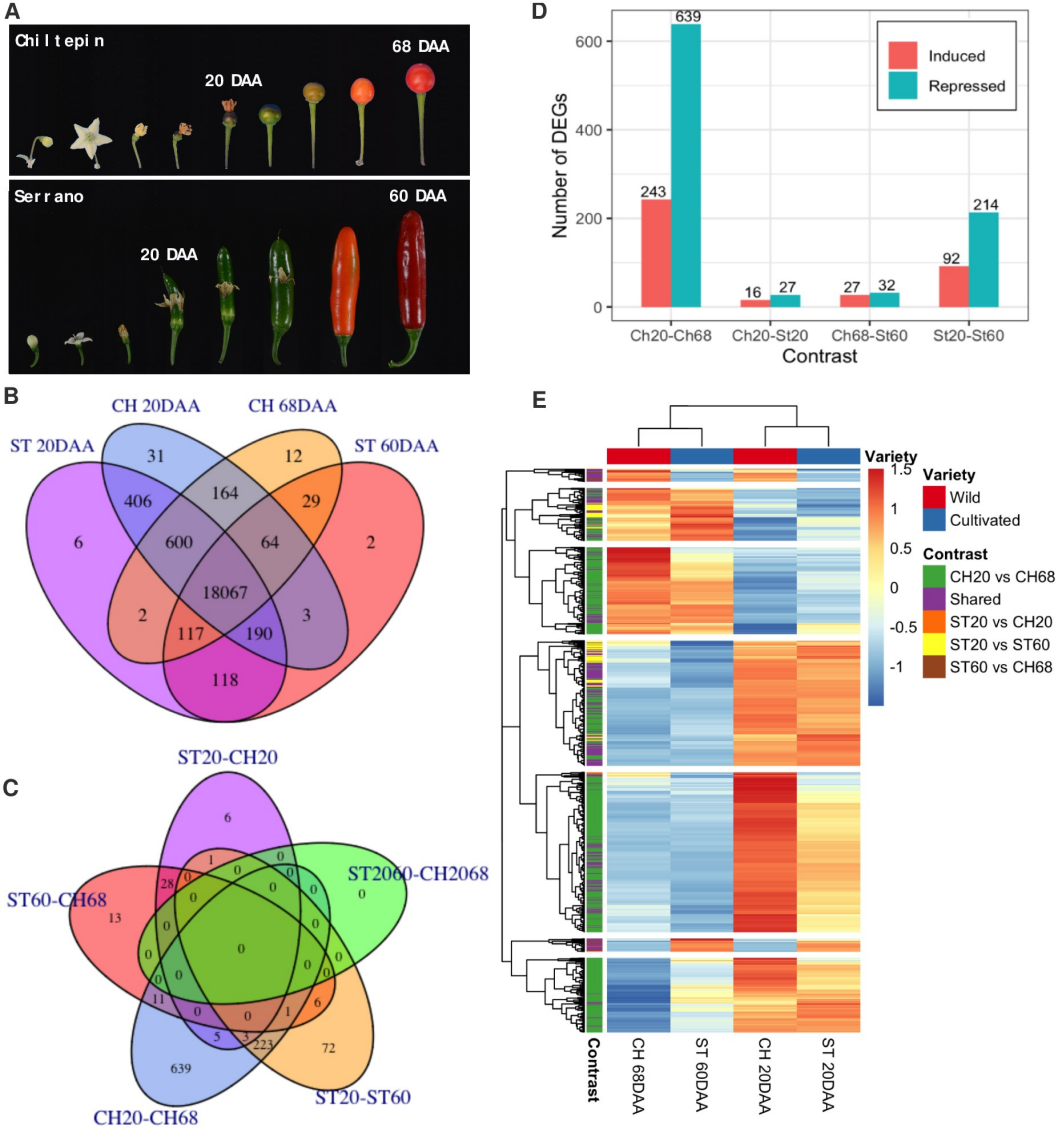
A) Chiltepin and Serrano fruits at different stages of development, marked with 20 DAA and 60/68 DAA the immature and mature stages sampled for the analysis performed in this study. B) Venn diagram for the number of genes expressed at each sampled stage of development for Chiltepin and Serrano. Numbers in each intersection represent the number of genes expressed in the sets corresponding to the intersection. C) Venn diagram for the number of differentially expressed genes (DEGs) per contrast; numbers in intersections represent the number of genes differentially expressed shared in the intersection contrasts. D) Number of downregulated and upregulated genes in each of the four contrasts. E) Heatmap representation of the DEGs found in at least one contrast, clustered by expression pattern of samples (columns) and genes (rows). Colored boxes at the beginning of every row indicate the contrast in which the corresponding gene is differentially expressed (DE); a purple box (shared) means the corresponding gene is DE in two or more contrasts. E) Heatmap representation of all DEGS clustered by expression pattern of samples (columns) and genes (rows); colored boxes indicated the contrast where the corresponding gene is differentially expressed.

We found 19,811 genes expressed in at least one of the CH and ST samples. The number of expressed genes per condition was very similar in all cases, ranging from 18,590 in ST 60DAA to 19,525 in CH 20DAA. 

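For Chiltepin, a gene was counted as expressed at a stage when its average log2 CPM over the 2 libraries of the stage was at least 1. The methods exclude genes with a total count of 0 and genes with an average log CPM under 1 in all libraries, and do not say when a gene counts as expressed at a stage, so applying the second limit to each stage is a choice made here. By this rule 16819 genes were expressed at 20 DAA and 15187 at 68 DAA. With one library left out in turn, the number ranged from 16642 to 16920 at 20 DAA and from 15129 to 15311 at 68 DAA, so the difference between the stages was larger than the change from any single library. The numbers depended on the rule. With at least 1 count in either library of a stage as the limit, 26099 genes were expressed at 20 DAA and 24046 at 68 DAA.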

Fig 1B shows a Venn diagram of the expressed genes at each condition and their intersections. 18,067 (91.2%) genes were expressed in all conditions. 443 genes (2.24%) were expressed only at 20DAA, 6 only in ST and 31 in CH. 43 genes (0.22%) were expressed only at the mature stage, 2 genes were expressed only in ST and 12 in CH. 

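In Chiltepin, 2932 genes passed the expression limit at 20 DAA and not at 68 DAA, and 1300 genes passed it at 68 DAA and not at 20 DAA. Before any limit, 24803 and 24996 genes had at least 1 count in the libraries at 20 DAA, against 22086 and 23121 at 68 DAA. Each library at 20 DAA thus had more detected genes than each library at 68 DAA, an order that 33.3% of random arrangements of 2 against 2 libraries give in one direction or the other. When every library was thinned at random to the total of the smallest one, 16860 genes passed the average log2 CPM limit at 20 DAA and 15290 at 68 DAA. Genes with at least 1 count were not recounted after thinning. Among the genes kept for the differential expression test, 269 had no count in either library at 68 DAA and 78 had no count in either library at 20 DAA.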

The number of genes expressed is greater in both ST and CH at 20DAA.

### Differential expression

A differential expression analysis was performed on all contrasts (S2 Table). 

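For the contrast Ch20-Ch68, genes with an average log2 CPM of at least 1 over the 4 Chiltepin libraries were tested, which kept 17160 genes. TMM normalization factors ranged from 0.868 to 1.099. The biological coefficient of variation (BCV), the typical relative spread of a gene between replicates, was 0.155 over all genes, and it was 0.109 when estimated from the libraries at 20 DAA alone and 0.199 from those at 68 DAA alone. In both stages the counts of the replicates differed by more than sampling noise, with a chi-square of 16.2 per degree of freedom at 20 DAA and 30.8 at 68 DAA. The stages were compared with the quasi-likelihood test of edgeR, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was called a DEG at a false discovery rate (FDR) under 0.01, the limit of the methods, together with a change of at least 4-fold, the limit that the paper gives for induced and repressed genes. The paper's text names a generalized linear model and does not name the test. In counts simulated for the same 17160 genes with 200 genes changed, this procedure called 195 of the changed genes and 4 unchanged ones. The simulated changes were balanced between rises and falls, were all larger than 4-fold, and used the spread estimated from these same libraries. The simulation therefore cannot show how the procedure performs when many genes change, mostly in the same direction or by close to 4-fold.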

Comparing Chiltepin vs Serrano at the same development stage (Ch20-St20 and Ch68-St60) and mature vs green stages of both peppers (Ch20-Ch68 and St20-St60), we found 1,008 differentially expressed genes (DEGs) in at least one contrast. 

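In the Chiltepin contrast Ch20-Ch68, 4615 of the 17160 tested genes were DEGs by the quasi-likelihood test of edgeR. All 4615 had both libraries of one stage above both libraries of the other. Over all tested genes, 14944 (87.1%) were separated in this way, where chance gives 33.3%. Of the alternatives set beforehand, leaving out the fold limit moved the number most. Without it, 9904 genes had an FDR under 0.01, of which 5489 were lower and 4415 higher at 68 DAA. With no test at all, 4679 genes changed at least 4-fold, and this number ranged from 4636 to 4717 with one library left out in turn.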

The number of DEGs per contrast ranged from 43 in the contrast Ch20-St20 to 882 in the contrast Ch20-Ch68. We found no DEGs shared by all contrasts; however, 278 genes were differentially expressed in more than one contrast and 730 genes were expressed only in one contrast. Most exclusive DEGs (639, 63.39%) were found in the contrast Ch20-Ch68; followed by 72 (7.14%) DEGs exclusive of the contrast St20-St60, 13 (1.29%) DEGs in the contrast Ch68-St60, and 6 DEGs (0.6%) exclusive of the contrast Ch20-St20 (Fig 1C and 1D). In a similar situation, we found that most DEGs in contrasts Ch20-Ch68 and St20-St60 were down-regulated (Fig 1D). In Ch20-Ch68 we found 639 (72.45%) down-regulated genes, and only 243 (27.55) DEGs were up-regulated. In contrast St20-St60 we found that 214 (69.94%) DEGs were down-regulated, while 92 (30.06%) DEGs were up-regulated. This is also the case of the contrast when we compared both varieties at the same development stage; in Ch20-St20, 27 (62.79%) and 16 (37.21%) of the DEGs were down and up-regulated, respectively; while in contrast Ch68-St60 32 (54.24%) and 27 (45.76%) DEGs were down-regulated and up-regulated, respectively (Fig 1D).

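Of the DEGs found here in Ch20-Ch68, 3205 were down-regulated, that is lower at 68 DAA, and 1410 were up-regulated. The down-regulated share was 69.4% (exact 95% confidence interval from 68.1% to 70.8%, which covers counting error only). The share depended on the limit and on the scaling of the libraries. It was 55.4% without a fold limit and 74.0% when the libraries were scaled by their totals only. Changes of at least 16-fold were found for 1800 down-regulated and 680 up-regulated DEGs. In 738 DEGs both libraries at 68 DAA had at most 3 counts, and in 186 DEGs both libraries at 20 DAA did, so that only a lower bound can be given for the size of these changes. Genes without a name in the deposited files were picked by their fitted log2 fold change, which depends on the prior count where a stage has no counts, so the order is not one of the lower bounds. CA.PGAv.1.6.scaffold1473.25 and CA.PGAv.1.6.scaffold929.13 had no count at 20 DAA and were at least 46654-fold and 17964-fold higher at 68 DAA. CA.PGAv.1.6.scaffold285.10 and CA.PGAv.1.6.scaffold529.10 had no count at 68 DAA and were at least 964-fold and 671-fold lower there. The paper states from its counts that most DEGs in this contrast were down-regulated. In its discussion it refers to earlier work in which genes active during fruit development are turned off in mature fruits, and proposes the approach of senescence as a reason.

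**Figure D1:**
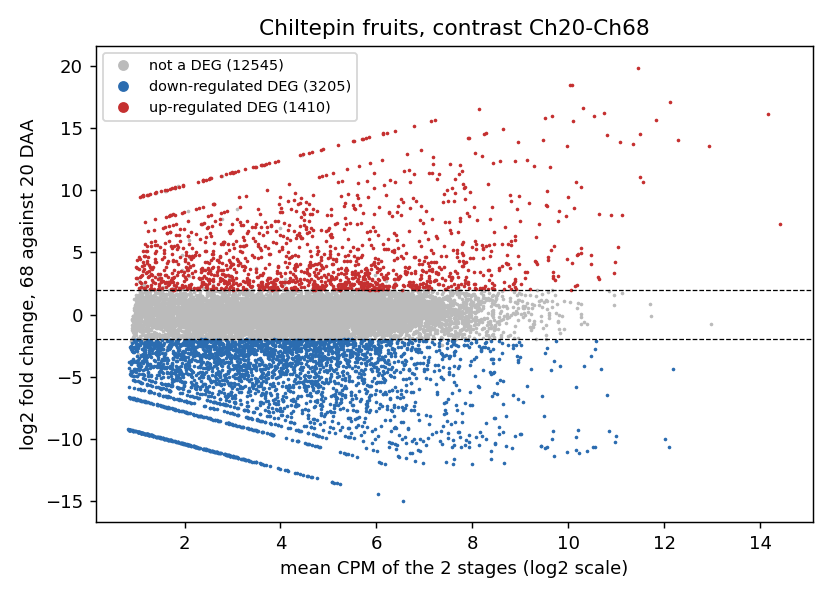
Log2 fold change at 68 DAA against 20 DAA of the 17160 tested genes, plotted against the mean CPM of the stages on a log2 scale. The dashed lines mark a 4-fold change, 3205 blue points are down-regulated DEGs and 1410 red points are up-regulated DEGs, and the diagonal rows of points are genes with the same low number of counts at one stage, whose fitted change depends on the prior count.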

### Functional annotation and enrichment analysis

#### Gene annotation

26,511 (73.88%) genes were annotated using blast2go (S3 Fig). E-value distribution showed that 75% of the annotated genes had alignments with E-values ≤ 6E-33. Six species contributed with 83.9% of the best hits used in the annotation: Arabidopsis thaliana alone contributed with 18,416 (58.15%) of the alignments, followed by *Oryza sativa subsp*. *japonica, Nicotiana tabacum, Solanum lycopersicum, Solanum demissum* and *Solanum tuberosum* with 1,248, 728, 578, and 441, respectively.

Tomato and chili pepper are close relatives; however, the size of the pepper genome is three times larger than the tomato genome. We expected to find multiple ortholog copies in the pepper genome, as it has been shown in previous studies [46]. For this, we used Inparanoid, a software capable of finding ortholog groups, where we identified 18,797 tomato orthologs. We searched for orthologs with another pepper genome (cv Zunla-1) with record in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Further, 35,093 orthologs with a bitscore ≥ 50 were found using blastp.

#### Gene ontology enrichment analysis

A total of 235,293 biological process, 104,106 cellular component, and 87,767 molecular function terms were assigned to the genes in our dataset based on the gene ontology (GO) slim database. Fig 2 shows the results of the GO enrichment analysis carried out with goseq. Two contrasts (Ch20-Ch68 and St20-St60) showed enriched GO terms. Most enriched terms correspond to the biological process ontology (17 and 7, respectively), followed by cellular component (4 and 2, respectively) and molecular function (2 and 0, respectively). The best-represented ontologies in both contrasts correspond to response to stress (420 and 159 DEGs), response to chemicals (421 and 157 DEGs), response to endogenous stimulus (313 and 114 DEGs), response to external stimulus (292 and 116 DEGs), and response to biotic stimulus (257 and 101 DEGs). The only two enriched GO terms in the cellular component in St20-St60 are also enriched in Ch20-Ch68 (Vacuole, 148 and 61 DEGs and cell wall, 117 and 41 DEGs). St20-St60 shares all its enriched GO terms with Ch20-Ch68; however, the Ch20-Ch68 possesses exclusive enriched terms. There are 10 enriched terms in the biological process ontology: cellular process (150 DEGs), lipid metabolic process (121 DEGs), flower development (108 DEGs), cell growth (91 DEGs), carbohydrate metabolic process (89 DEGs), growth (59 DEGs), photosynthesis (30 DEGs), tropism (28 DEGs), abscission (19 DEGs) and fruit ripening (11 DEGs). Likewise, there are terms enriched in the cellular component ontology: plasma membrane (292 DEGs), extracellular region (119 DEGs), and in the molecular function ontology: catalytic activity (146 DEGs) and signal receptor activity (39 DEGs).

**Fig 2:**
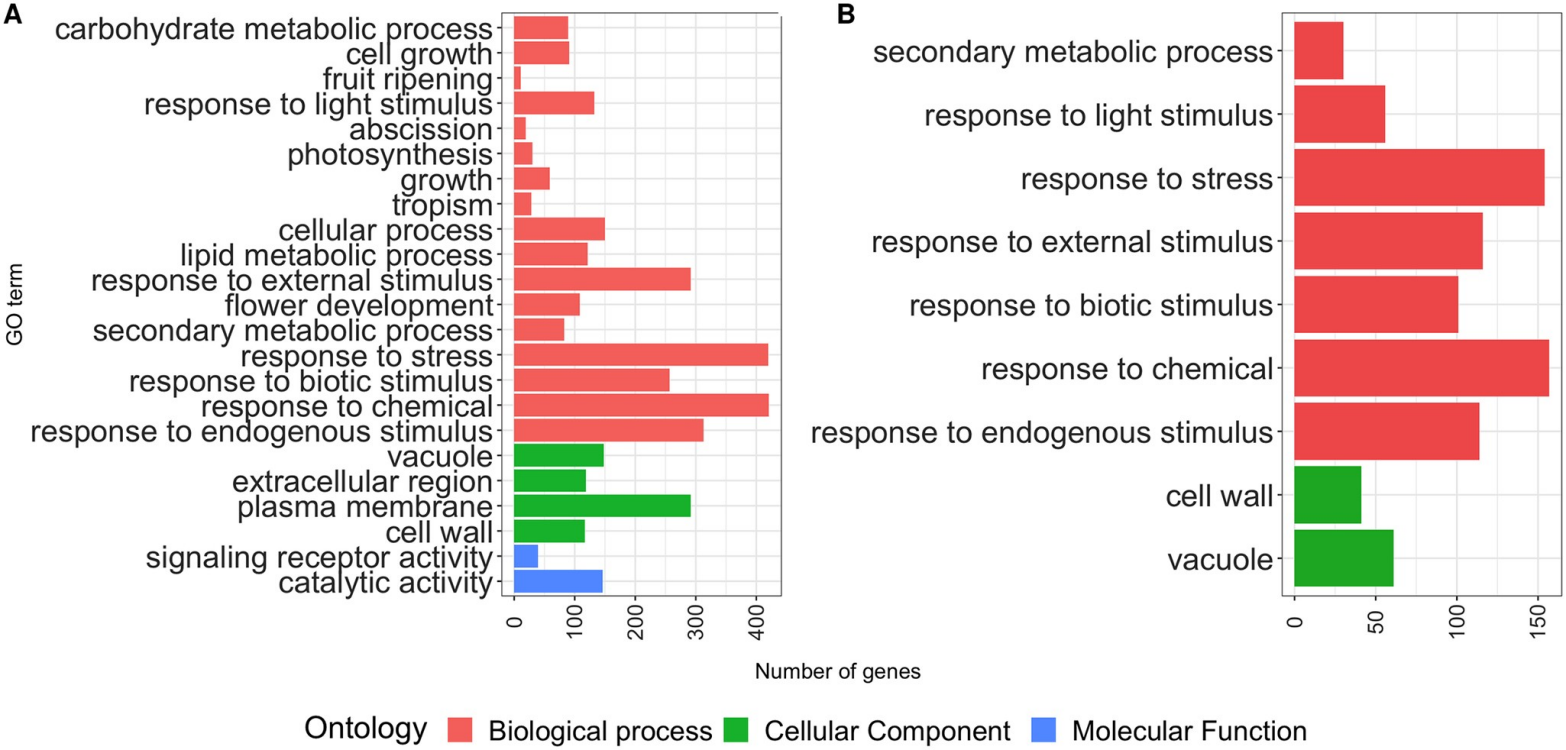
Gene ontology enrichment analysis of differentially expressed genes (DEGs). X-axis indicates the number of DEGs in the corresponding GO term, and the color of the bars represents the ontology of the corresponding GO term. A) Enriched GO terms in contrast Ch20-Ch68 (Chiltepin 20 vs 68 DAA), B) Enriched GO terms in contrast St20-St60 (Serrano 20 vs 60 DAA).

#### KEGG metabolic pathways enrichment analysis

KEGG is a database of metabolic pathways maps used to obtain information of the metabolic networks corresponding to the genes in our dataset [47]. We used the *C*. *annuum* cv. Zunla-1 homologs to map the genes found to the KEGG metabolic pathway maps, and 135 pathways were found, including 9,401 enzymes out of 19,811 genes expressed (47.45%). Subsequently, we performed a metabolic pathway enrichment analysis with *ClusterProfiler*; an R package that implements a hypergeometric distribution to detect metabolic pathways enriched by the DEGs found in the present study against the universe of expressed genes. Fig 3 shows the enriched metabolic pathways detected, only the comparison between Ch20-Ch68 and St20-St60 displayed enriched pathways (EMP) statistically significant. *Phenylpropanoid biosynthesis*, *Photosynthesis-antenna proteins* and *Cutin, suberin, and wax biosynthesis* pathways were enriched in both contrasts and were also the most statistically significant; although those three EMPs showed enrichment in both contrasts. They displayed differences in expression in genes related to some enzymes involved in metabolic pathways.

**Fig 3:**
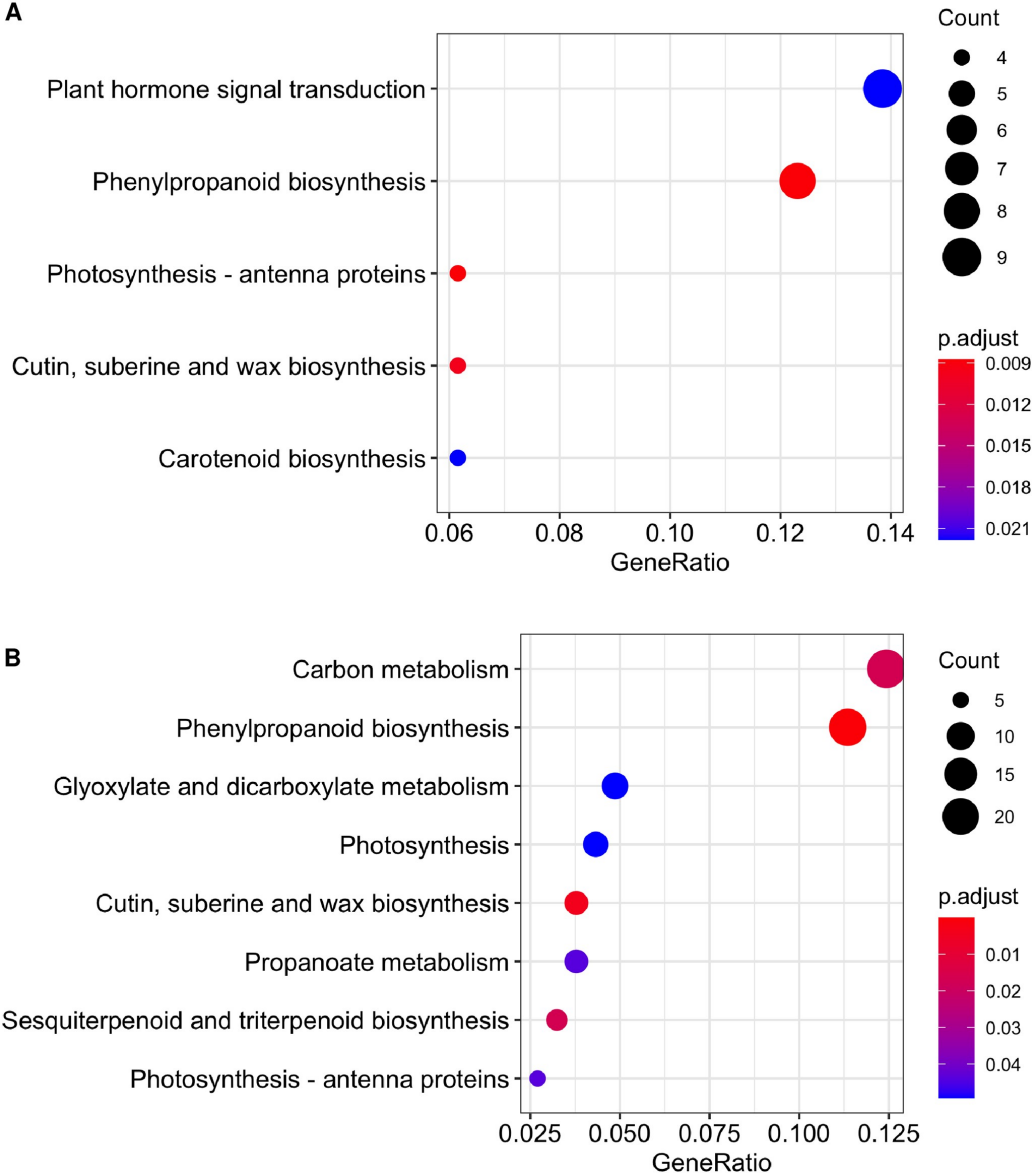
Metabolic pathway enrichment of differentially expressed genes (DEGs). X-axis indicates the gene ratio (the quotient of the number of DEGs and the number of genes in the background); the bubble size represents the number of DEGs in the corresponding pathway, and the color of the bubble indicates the enrichment q value of the corresponding pathway, lower q values mean more significant enrichment. A) enriched pathways of contrast St20-St60 (Serrano 20 vs 60 DAA). B) enriched pathways in contrast Ch20-Ch68 (Chiltepin 20 vs 68 DAA).

*Phenylpropanoid biosynthesis* is the EMP with the greater count of DEGs in Ch20–68 (21) and the second one in St20-St60 (8). All DEGs (8) in St20-St60 are down-regulated; while in Ch20-Ch68 genes (8) related to enzymes *cinnamyl-alcohol dehydrogenase* and *caffeoyl shikimate esterase* are up-regulated (S4 Fig). The *cutin, suberin, and wax biosynthesis* showed differences in genes corresponding to enzymes such as *fatty acid omega-hydroxy dehydrogenase* and *CYP94A5* upregulated only in Ch20-Ch68 and St20-St60, respectively. Gene *CYP77A6* was downregulated only in contrast Ch20-Ch68; all three genes are involved in the biosynthesis of unsaturated fatty acids, a crucial component of the cell wall polymers (S5 Fig). The last pathway enriched in both contrast is *Photosynthesis—antenna proteins* which showed differences only in the number of DEGs in each one; however, all genes are down-regulated in both contrasts, following the chlorophyll degradation that occurs over the fruit maturation process (S6 Fig).

EMPs exclusive to contrast St20-St60 include *Carotenoid biosynthesis* and *Plant hormone signal transduction*. *Carotenoid biosynthesis* contains 4 DEGs: *15-cis-phytoene synthase* (upregulated), *9cis-epoxycarotenoid dioxygenase* (upregulated) and *xanthoxin dehydrogenase* (downregulated) responsible for the production of phytoene, and *9-cis-epoxycarotenoid dioxygenase* (downregulated) responsible for the biosynthesis of Xanthoxin and Abscisic aldehyde (S7 Fig). EMP *Plant hormone signal transduction* displayed the greatest number of DEGs (9) in this contrast. Those included PP2C (upregulated) and SnRK2 (downregulated), part of ABA signaling, related to stomatal closure, seed dormancy, and carotenoid biosynthesis; ETRF1/2 (upregulated) part of the ethylene signaling a major player in fruit ripening and senescence. Finally, AUXIAA and SAUR were downregulated and upregulated, respectively; both are part of the auxin signaling pathway, related to cell enlargement and plant growth (S8 Fig).

EMPs found only in contrast Ch20-Ch68 include *Carbon metabolism* (23 DEGs), *Propanoate metabolism* (7 DEGs), *Glyoxylate and dicarboxylate metabolism* (9 DEGs), *Photosynthesis* (9 DEGs) and *Sesquiterpenoid and triterpenoid biosynthesis* with 6 DEGs; which coding for enzymes *-germacrene D synthase* (2 genes, downregulated and upregulated), *alpha-farnesene synthase* (upregulated), *squalene monooxygenase* (downregulated), *(3S,6E)-nerolidol synthas*e (downregulated) and *beta-amyrin synthase* (downregulated), responsible for the production of defensive compounds germacrene D, *α* farnesene, terpenoid backbone, nerolidol and *β* amyrin, respectively (S9 Fig).

#### MapMan pathway analysis

A MapMan analysis was performed on all the DEGs per contrast to identify groups of genes assigned to important biological processes. The most prevalent categories in contrasts Ch20-St68 and St20-St60 were RNA, signaling, protein, cell, development, transport, and stress. The most abundant categories in contrast Ch20-St20 were stress and protein. Categories with most DEGs in contrast Ch68-St60 were stress, signaling, RNA, and hormones. Fig 4 shows a summary of the most relevant MapMan pathways in each contrast. The MapMan pathways for contrast Ch20-St20 shows that most genes are downregulated, indicating that those genes present at least 4-fold times expression level in Chiltepin than in Serrano at 20 DAA. Most genes correspond to different responses to stress, including transcription factor WRKY44 related to the production of anthocyanin, catechin, and tannin; gene (E)-*β*-ocimene synthase a monoterpenoid produced as a response to herbivore attack [48].

**Fig 4:**
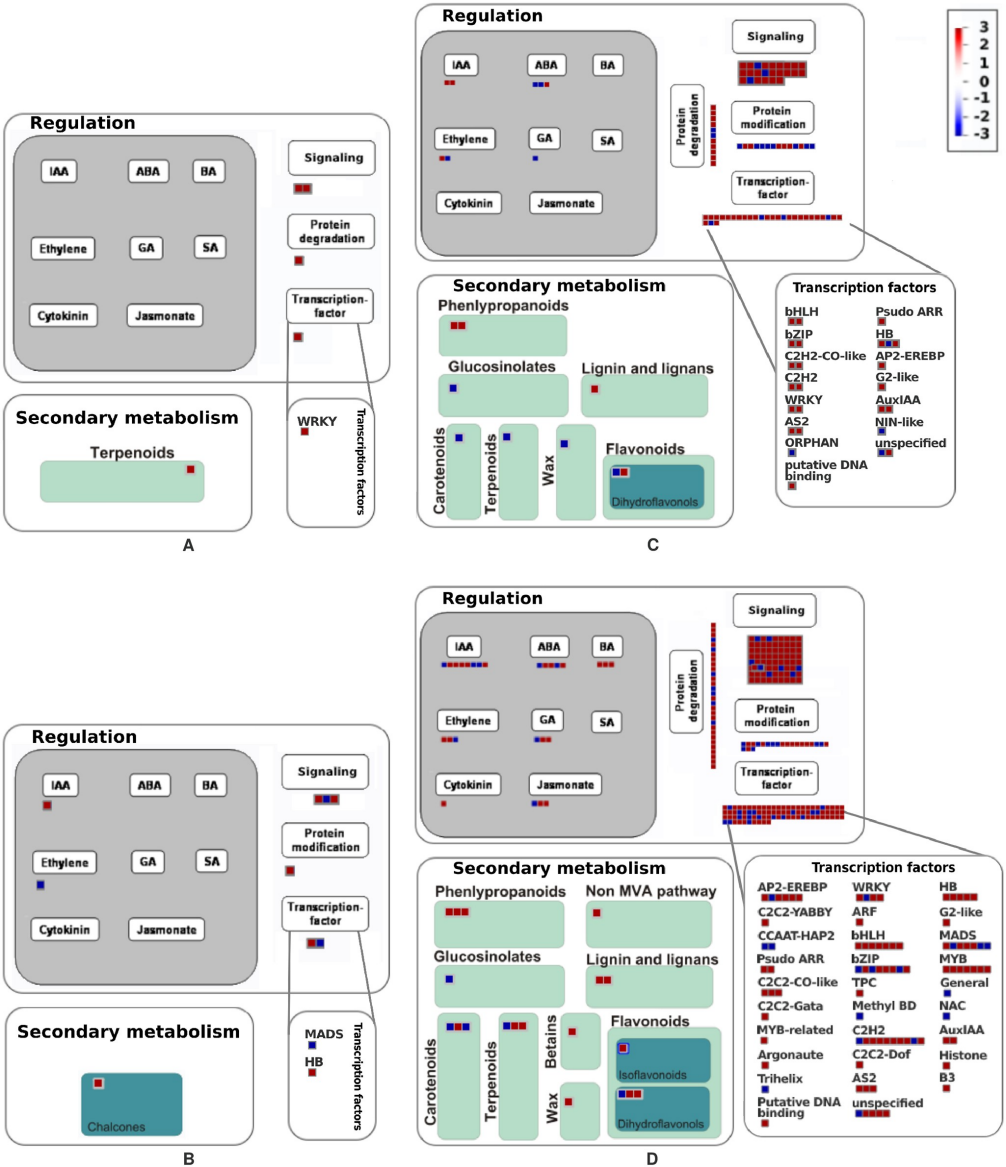
MapMan summary of changes in the expression of differentially expressed genes (DEGs) in pathways regulation: Hormones, signaling, protein modification, protein degradation and transcription factors; and secondary metabolism: Terpenoids, phenylpropanoids, flavonoids, carotenoids, glucosinolates, etc. Each square represents a separate DEG, red indicates upregulation and blue indicates downregulation of the respective gene in the corresponding contrast. A) MapMan summary of DEGs in contrast Ch20-St20 (Chiltepin vs Serrano at 20 DAA). B) MapMan summary of DEGs in contrast Ch68-St60 (Chiltepin vs Serrano at 68(60) DAA). C) Map Man summary of DEGs in contrast Ch20-Ch68 (Chiltepin 20 vs 68 DAA). D) MapMan summary of DEGs in contrast St20-St60 (Serrano 20 vs 60 DAA).

The signaling category include protein COP9 involved in hormone signaling and development [49], GBP a GTPase involved in protection against pathogens by interferon responses [50], a BTB/POZ protein involved in regulating gene expression through the mediation of chromatin conformation [51], and an F-box protein; which acts as target detector for the ubiquitin-protein ligases SCF E3s, responsible for protein degradation, thus, allowing the cell to respond rapidly to changes in the environment [52]. Genes upregulated include the hsp70 gene, related to protein modification and protection from thermal or oxidative stress, and gene Ycf1, part of the intermediate translocation complex involved in protein import into the chloroplasts [53].

Fig 4B shows the MapMan summary for contrast Ch68-St60. Genes downregulated show a 4-fold expression level greater in Chiltepin than in Serrano at 68 (60) DAA; upregulated genes indicate a 4-fold expression level greater in Serrano than in Chiltepin at 68 (60) DAA. Genes with higher expression in Chiltepin include transcription factor BH involved in regulating ethylene, a Small Auxin Responsive Protein (SAUR32), related to apical hook development [54]; Chalcone isomerase (CHI), a key enzyme in the flavanones biosynthesis; and ILK1, a gene that acts as a signaling element in the pathogen resistance process through phosphorylation of MPK3 and MPK6 [55]. Genes upregulated include an ethylene receptor (ETR1), a key regulator of the ethylene signal transduction pathway [56]; SR1-P1, a Phototropic-responsive protein involved in plant defense by ubiquitination [57]; and the transcription factor FUL2, a MADS-Box protein regulator of several maturation processes like fruit softening, carotenoid accumulation, and cell wall modifications [58].

Fig 4C shows the summary of the MapMan pathways of contrast St20-St60. Transcription factors was the category with most DEGs (29). Only 4 genes were upregulated and 25 were downregulated. Some genes in this category are related to fruit development and ripening, DA1, an ubiquitin receptor that limits the final size of the seed by regulating cell proliferation [59]; 3 IAA TFs (IAA8, IAA27, IAA32, downregulated), involved in silencing of early auxin genes at low auxin concentration [60]; 2 WRKY TF (downregulated), related to stress response and production of tannins and anthocyanin [61]; 3 Homeobox TF (2 downregulated, 1 upregulated), related to negative regulation of cell elongation and proliferation [62]; and 2 bZIP TF (downregulated) that may be involved in growth regulation under water deficit [63]. The signaling category in contrast St20-St60 contained 23 DEGs. Downregulated genes (20) included gene LSH10, involved in cell growth promotion in response to light [64]; gene THE1, related to cell elongation during vegetative growth [65]; NPY2, essential in the auxin-mediated organogenesis [66]; gene TMK1, involved in AUX signal transduction and regulation of cell expansion and proliferation [67].

The hormone category contained 8 DEGs; 6 of them were downregulated and 2 upregulated. There were 3 ABA related TF, two of them (upregulated) are protein phosphatases 2C (PP2C) that may be involved in cell expansion via acid growth mechanism [68]. Also, 2 members of the PIN family (downregulated) auxin efflux facilitator, involved in auxin transport; 2 Ethylene related genes (ACCO2, downregulated and ERF1, upregulated), involved in the ethylene biosynthesis cascade; and a Gibberellin related protein SNAK1 (upregulated) with antimicrobial activity [69].

MapMan pathways for contrast Ch20-Ch68 is shown in Fig 4D. It contains 73 signaling related genes. Upregulated genes (7) include MAPKKK18, an ABA transducer in abiotic stress [70]. There were 66 downregulated genes, including ALE2, involved in differentiation of the protoderm into shoots epidermis and cuticle [71], GHR1 an ABA receptor required for regulation of stomatal movement [72], TMK1 and TMK3 involved in auxin signal transduction and regulation of cell expansion and proliferation [67]; gene LSH, which promotes cell growth in response to light [64]; gene NPY2, involved in auxin-mediated organogenesis [66]; THE1, a receptor required for cell expansion [65]; and 8 defense-related genes (SR1P1, M3K5G, NIK1, GLR34, NCL1, EDR2L, IQM3, PICBP).

Another important category in this contrast is plant hormone with 25 DEGs (17 downregulated, 8 upregulated). Here we found 3 LOX genes (LOX21 and LOX15 downregulated, LOX15 upregulated) involved in different processes of the plant like growth and development, pest resistance, and senescence [73]. We also found 2 ACCO genes (ACCO1 and ACCO2 both downregulated) related to ethylene biosynthesis, ACCO1 is a key gene in climacteric fruit ripening [74]; and 5 genes expressed as a response to stress (SNAK2, SC5D, and AHK4 downregulated, SNAK1 and PTI5 upregulated).

### Genes involved in fruit development and maturation

Chili pepper is a non-climacteric fruit, the molecular mechanisms of its fruit ripening process have not been completely explained; however, tomato, also part of the nightshade family and closely related to the *Capsicum* genus, is a climacteric fruit whose maturation process has been well studied using several ripening mutants; like non-ripening (nor), never-ripe (nr), colorless non-ripening (cnr), and ripening-inhibitors (rin). In this study, we selected 105 tomato genes involved in different parts of the fruit development and ripening process to evaluate their possible involvement in the maturation of chili pepper fruits. 778 candidate genes were found and 53 genes were differentially expressed in at least one contrast. 

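The paper selected 105 tomato genes and found 778 candidates, while the copy of S3 Table used here lists 38 pepper genes for 31 tomato gene names. The numbers that follow describe these 38 genes only. In the Chiltepin libraries, 32 of them passed the expression filter, and the other 6 had at most 144 counts over the 4 libraries together. By the quasi-likelihood test of edgeR, 14 were DEGs in Ch20-Ch68, with 8 lower and 6 higher at 68 DAA. The number was also 14 when the p-values were adjusted over the list alone. Without the fold limit, 25 genes had an FDR under 0.01 over all tested genes and 27 when adjusted over the list alone. Of the 14 DEGs, 9 carry a gene name that Fig 5 shows.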

Fig 5 shows a heatmap of the 53 DEGs. Clusters of genes and samples were calculated based on expression levels; samples of Chiltepín and Serrano were perfectly clustered together according to their developmental stage (20 DAA and 68,60 DAA), and 7 gene clusters were created.

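The 4 Chiltepin libraries were compared by the Pearson correlation of log2 CPM across the 17160 tested genes, which are not independent replicates. The correlation was 0.989 between the replicates at 20 DAA and 0.979 between those at 68 DAA. Between the stages it ranged from 0.368 to 0.381. A tree built from these correlations by average linkage joined the replicates of each stage first. A difference of at least 2-fold was found for 1.48% of the genes between the replicates at 20 DAA, for 5.33% between those at 68 DAA, and for 46.7% to 47.8% between libraries of different stages.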

**Fig 5:**
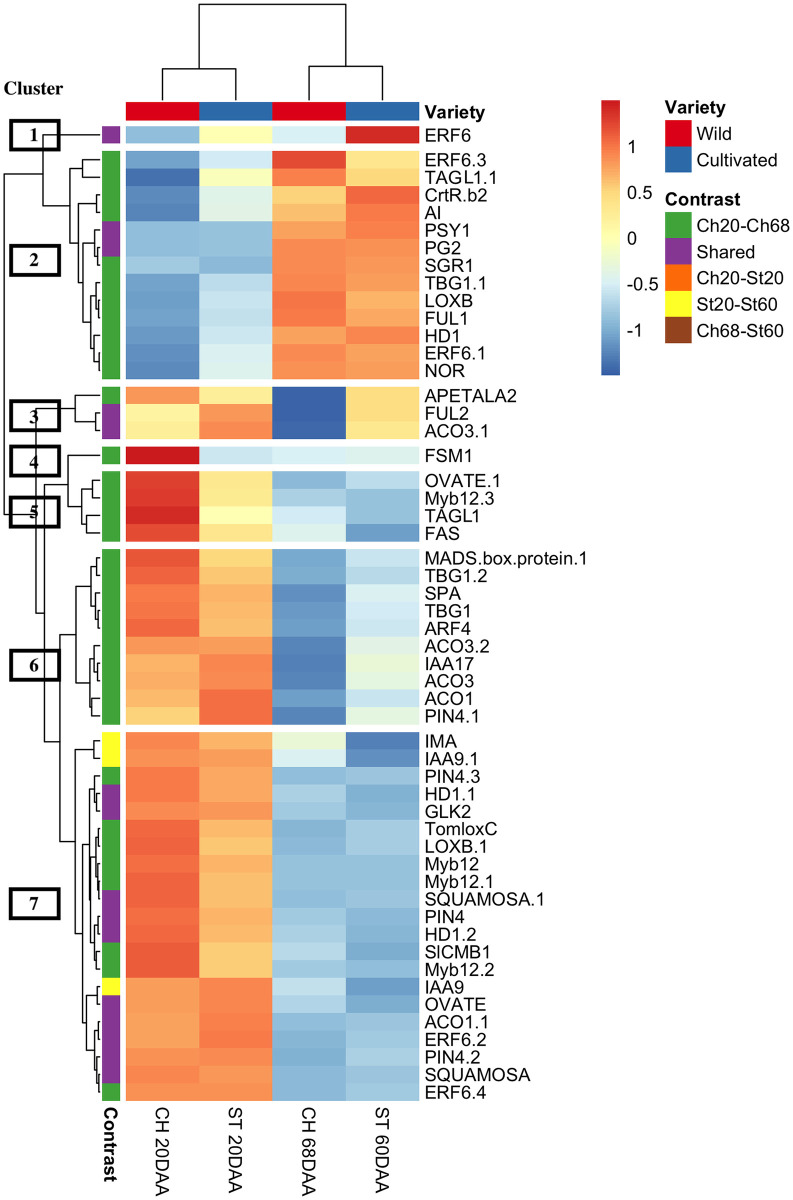
Heatmap representation of the differentially expressed genes (DEGs) of pepper orthologs of tomato fruit development and ripening genes. Expression pattern clustered by samples (columns) and genes (rows). Colored boxes at the beginning of every row indicates the contrast in which the corresponding gene is differentially expressed (DE), a purple box (shared) means the corresponding gene is DE in two or more contrasts.

Cluster 1 contains only an ERF6 gene, a transcription factor that negatively regulates ethylene and carotenoid biosynthesis [75] and is expressed at both stages in Serrano with a peak in 60DAA. Cluster 2 contains 13 DEGs with similar expression pattern: low expression at 20 DAA and high expression at 60(68) DAA. 

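In S3 Table the names SGR1 and FUL1, both shown in this cluster, each belong to a single pepper gene. SGR1 (CA.PGAv.1.6.scaffold981.58) lies on chromosome 1 of CM334 version 1.6 from 7485246 to 7488186, on the plus strand, with 4 exons. It had 17.6 ± 2.94 CPM (SD, n = 2) at 20 DAA and 4435 ± 845 CPM (SD, n = 2) at 68 DAA. Its log2 fold change was 7.98 (standard error 0.26, adjusted p = 1.69e-05 from the quasi-likelihood test of edgeR), and it stayed between 7.77 and 8.21 with one library left out in turn. FUL1 (CA.PGAv.1.6.scaffold587.54) lies on chromosome 6 from 223706079 to 223720541, on the minus strand, with 8 exons. It rose from 37.3 ± 7.11 CPM (SD, n = 2) to 958 ± 126 CPM (SD, n = 2), a log2 fold change of 4.68 (standard error 0.24, adjusted p = 2.44e-05 from the same edgeR test). Both increases were far larger than the spread between replicates.

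**Figure D2:**
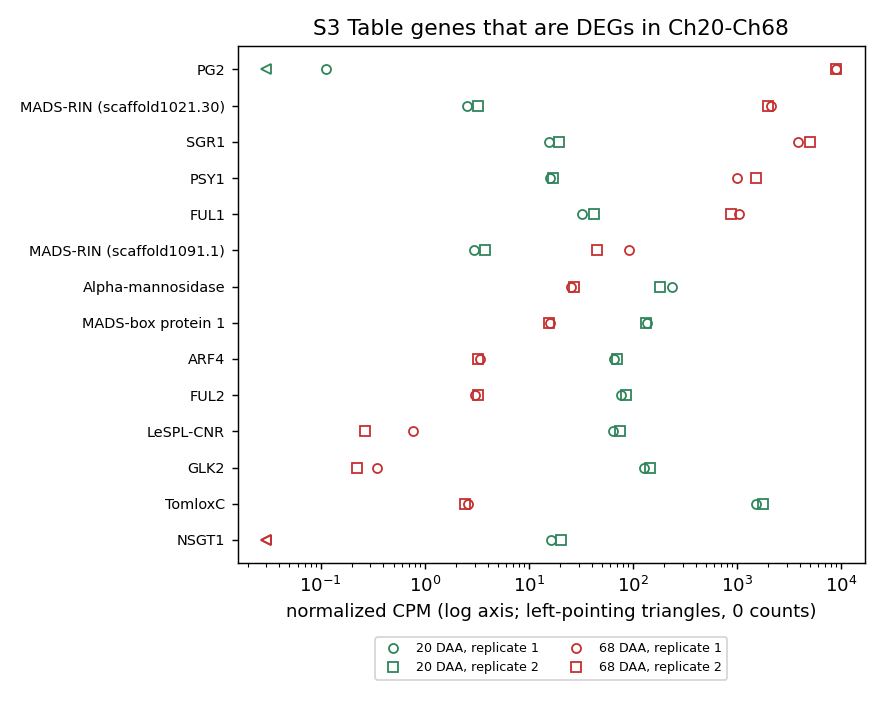
Normalized CPM of the 14 S3 Table genes that were DEGs in Ch20-Ch68, on a log axis, with 1 point per library, green at 20 DAA and red at 68 DAA. Triangles mark libraries with 0 counts, and in each gene the 2 libraries of one stage lie on the same side of both libraries of the other stage.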

Although their similar expression pattern, most of these genes are DE only in contrast Ch20-Ch68; except for PSY1, a key enzyme in carotenoid biosynthesis [76] and PG2 that catalyzes the depolymerization of pectin in the pericarp [77] (upregulated in contrasts Ch20-Ch60 and St20-St60). This cluster also contains the transcription factor AGAMOUS-LIKE1 (TAGL1) regulator of carotenoid accumulation, pericarp thickness, and ethylene biosynthesis and one of the main regulators of genes PSY and PG [74].

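PSY1 (CA.PGAv.1.6.scaffold404.3) lies on chromosome 4 of CM334 version 1.6 from 9791332 to 9794175, with 6 exons on the plus strand. In Chiltepin it had 16.4 ± 0.691 CPM (SD, n = 2) at 20 DAA and 1265 ± 364 CPM (SD, n = 2) at 68 DAA. The log2 fold change was 6.27 (standard error 0.30, adjusted p = 2.15e-05 from the quasi-likelihood test of edgeR), although the replicates at 68 DAA differed, with 1007 and 1522 CPM. PG2 (CA.PGAv.1.6.scaffold128.13) lies on chromosome 10 from 230112449 to 230118185, with 8 exons on the plus strand. It had 3 and 0 counts in the libraries at 20 DAA and 103119 and 201559 counts at 68 DAA, where its normalized level was 8885 ± 36.0 CPM (SD, n = 2). Because the counts at 20 DAA did not exceed the floor of 3 counts, PG2 was at least 73996-fold higher at 68 DAA (adjusted p = 1.14e-05 from the same edgeR test). The libraries of Serrano were not analysed here.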

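For TAGL1, S3 Table lists CA.PGAv.1.6.scaffold585.57, on chromosome 7 of CM334 version 1.6 from 235694861 to 235706379, with 7 exons. Fig 5 shows the name in more than one cluster, and which gene is meant in each is not given by the table. This gene was at 157 ± 9.18 CPM (SD, n = 2) in Chiltepin at 20 DAA and 388 ± 2.18 CPM (SD, n = 2) at 68 DAA. The increase was larger than the spread between replicates (log2 fold change 1.30, standard error 0.060, adjusted p = 0.000272 from the quasi-likelihood test of edgeR), but smaller than 4-fold. It was a DEG where no fold limit or a 2-fold limit was set.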

The third cluster display a set of interesting genes, with expression in Serrano at both stages and only in 20DAA in Chiltepin. 

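For APETALA2, S3 Table lists CA.PGAv.1.6.scaffold606.27, with 9 exons on an unplaced scaffold of CM334 version 1.6 from 490970 to 494490, and the RefSeq gene table gives its homolog in cv. Zunla-1 as a pseudogene. In Chiltepin it had 5 and 2 counts in the libraries at 20 DAA and no count in either library at 68 DAA. These counts were under the expression filter, so the gene was not tested, and a change in this copy was not detectable at this depth. Other copies were not analysed here.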

Genes APETALA2 (downregulated in Ch20-Ch68), an ethylene response element that modulates ripening involved in ethylene and carotenoid biosynthesis [78]. This cluster also contains two genes downregulated in Ch20-Ch68 and upregulated in Ch60-St68 (about the same expression at both stages in St). 

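FUL2 (CA.PGAv.1.6.scaffold1592.5) lies on chromosome 3 of CM334 version 1.6 from 268858992 to 268874268, on the plus strand, with 8 exons. In Chiltepin it fell from 81.0 ± 7.29 CPM (SD, n = 2) at 20 DAA to 3.12 ± 0.156 CPM (SD, n = 2) at 68 DAA. The log2 fold change was -4.69 (standard error 0.10, adjusted p = 8.41e-06 from the quasi-likelihood test of edgeR), and it stayed between -4.78 and -4.60 with one library left out in turn. The standard error is the scatter of 2 replicates per stage. With 35 and 73 counts at 68 DAA, counting error alone is larger. The gene model before FUL2 on the same strand is another MADS-box gene of S3 Table, MADS-box protein 1, which ends 16956 bp upstream. The change of FUL2 in the contrast with Serrano was not analysed here.

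**Figure D3:**
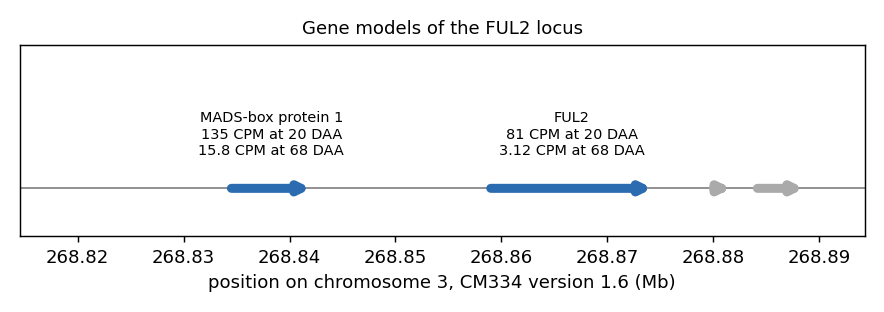
Map of the gene models around FUL2 on chromosome 3, with position in Mb on the x axis and arrows drawn to scale in the direction of transcription. FUL2 and MADS-box protein 1 are blue, with their mean CPM at 20 and 68 DAA, and gene models that S3 Table does not list are grey.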

Gene FUL2 positive regulates several aspects of fruit maturation: fruit softening, carotenoid accumulation, sucrose metabolism, cell wall modification, cuticle formation, and ethylene biosynthesis [79]; and ACO3 one of the main enzymes involved in ethylene biosynthesis [80].

The fourth cluster contains only gene FSM1 expressed only in Ch at 20 DAA; this transcription factor seems to regulate several aspects of the young fruit growth (growth phase II) [81]. Cluster number 5 contains 4 DEGs downregulated in contrast Ch20-Ch68, including an OVATE, a gene important for being a negative regulator of fruit elongation responsible for round shape in wild tomatoes [82]; transcription factor MYB12, a regulator of enzymes *chalcone synthase* and *flavonol synthase*, important for the flavonoid biosynthesis [83]; another copy of gene TAGL1, and gene FAS, that controls locule number and regulates the expression of several genes; involved in processes like meristem and flower development, microtubule-binding activity and sterol biosynthesis [84].

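Of the genes that Fig 5 places in clusters 6 and 7, ARF4, MADS-box protein 1, GLK2 and TomloxC have pepper identifiers in the copy of S3 Table used here. ARF4 (CA.PGAv.1.6.scaffold631.7, chromosome 11 of CM334 version 1.6, from 263402613 to 263410526) fell from 68.1 ± 3.47 CPM (SD, n = 2) in Chiltepin at 20 DAA to 3.29 ± 0.0874 CPM (SD, n = 2) at 68 DAA. Its log2 fold change was -4.37 (standard error 0.058, adjusted p = 7.97e-06 from the quasi-likelihood test of edgeR). MADS-box protein 1 (CA.PGAv.1.6.scaffold1592.4, chromosome 3, from 268834511 to 268842035) had 135 ± 3.14 CPM (SD, n = 2) at 20 DAA and kept 15.8 ± 0.296 CPM (SD, n = 2) at 68 DAA, a log2 fold change of -3.09 (standard error 0.030, adjusted p = 1.09e-05 from the same edgeR test). GLK2 (CA.PGAv.1.6.scaffold782.26, chromosome 10, from 8848419 to 8854274) fell from 137 ± 12.7 CPM (SD, n = 2) to 0.282 ± 0.0867 CPM (SD, n = 2), with 4 and 5 counts left at 68 DAA (log2 fold change -8.99, adjusted p = 7.43e-06). TomloxC has 3 pepper genes in the table. CA.PGAv.1.6.scaffold649.19, on chromosome 1 from 62648992 to 62662231, fell from 1640 ± 162 CPM (SD, n = 2) to 2.504 ± 0.103 CPM (SD, n = 2), a log2 fold change of -9.36. The other 2 were under the expression filter. All 4 genes decreased by more than the spread between replicates. For ARF4 and MADS-box protein 1, the standard error is the scatter of 2 replicates per stage and is smaller than counting error alone at 68 DAA. ARF4 had 39 and 73 counts there.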

Clusters 6 and 7 contain genes expressed at 20DAA but not at 60(68) DAA in both cultivars, all genes in cluster 6 are downregulated in Ch20-Ch68, and it includes ethylene, auxin, and Abscisic acid regulation related genes; cluster 7 contain 3 genes that were DE in contrast St20-St60 (downregulated), two copies of the auxin-responsive protein 9 (IAA9), a transcriptional factor that acts as a repressor of early auxin response genes [60], and the Inhibitor of Meristem Activity (IMA), a mini zinc finger protein that regulates the meristem activity and the flowering and ovule development process [85]. There are 10 genes DE in more than one contrast in cluster 7, all of them displayed similar expression patterns in all contrasts (both downregulated in Ch20-Ch68 and St20-St60).

## Discussion

The fruit undergoes several metabolic and biochemical changes that produce the organoleptic properties, some of them assist in seed dispersal and provide nutritious components essential for human diets [86]. Unlike its close relative tomato, which is a model for climacteric fleshy fruit development and ripening [87]; chili pepper is a non-climacteric fruit, and its ripening mechanisms have not been completely understood. Like in other non-climacteric fruits, ethylene has no effect triggering ripening; but in some peppers it seems to be involved in regulating several aspects of the ripening process. Previous studies have shown that non-climacteric ripening of chili peppers might be regulated by the phytohormones ethylene and abscisic acid (ABA) [88, 89].

In this study, we analyzed RNASeq data of a wild and a cultivated variety of chili pepper at an immature and full mature stage in order to identify differentially expressed genes and differences in gene expression patterns between the two cultivars. Our main findings suggest that while both cultivars display genes with very similar expression patterns, key differences in gene expression appear related to fruit development as we summarize below.

Both varieties displayed a greater number of expressed genes in the immature stage than in the mature stage, previous studies have shown that most of the differentially expressed genes over fruit development and ripening were down-regulated (expressed at fruit development and turned off at mature stage), suggesting this might be caused by the proximity of the senescence [44].

GO enrichment analysis showed no enriched terms in contrasts of the two peppers at the same time (Ch20-St20, Ch68-St60). The more enriched terms were related to response to stress/pathogens/light; which makes sense under the knowledge that fruit maturation is regulated by the same hormone cascades used as defense response and is quite complicated to separate both processes. KEGG analysis showed no metabolic pathways enriched for contrast Ch20-St20 and Ch68-St60; however, in contrast St20-St60 the MP *hormone and signal transduction* was enriched with DE genes regulators of the biosynthesis of ethylene (ERF1), abscisic acid (PP2C, SnRK2), and auxin (IAA, SAUR50). ABA related gene PP2C (upregulated) is a negative regulator of ABBA, and SnRK2 (downregulated) is a positive regulator of ABA in the ‘PYR-PP2C-SnRK2’ cascade signaling. Previous studies have shown that along with the ripening process, the expression levels of SnRK2 decreases while PP2C level increases [88], consistently with our results.

Commercially, fruit size is one of the most important traits in the pepper fruits. We found that the protein encoded by gene PP2C acts with gene SAUR50 (upregulated) from the auxin pathway; SAUR50 reduces the activity of D-clade type 2C protein phosphatases (PP2C-Ds), responsible for phosphorylation of the second amino acid in the plasma membrane H+-ATPases (PM H+-ATPases). Reduction in the activity of PP2C-Ds proteins activates cell elongation by H+-ATPases via an acid growth mechanism [54, 68, 90]. This has been tested in various type of organs but not in fruits and could be responsible for the augmented size of Serrano fruits. Technically, this set of genes may work simultaneously since the cell expansion stage, but it is impossible to know since our sample points are at the fringes of that stage. 

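In Chiltepin at 68 DAA, the FUL2 gene of S3 Table had 35 counts in replicate 1 and 73 in replicate 2, which is above the floor of 3 counts in both libraries. Its mean level was higher than or equal to that of 18.4% of the 17160 tested genes at that stage, against 85.9% at 20 DAA. For comparison, FUL1 stood at 99.4% at 68 DAA.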

SAUR50 is regulated by gene FRUITFULL (FUL2), expressed in St60 but not in Ch68. Previous studies have shown that FUL2 by itself is related to an increase in fruit size [58], reduces post-harvest, slowest dehydration, and regulates ethylene biosynthesis key genes ACO1 and ACS2 [91]. We found that a copy of ACO3 displayed the same expression pattern as FUL2 and is included in the same cluster.

Fruit shape is another trait with obvious differences between the two analyzed peppers. Chiltepin in the Sonoran region presents a small and rounded shape, while Serrano ‘Tampiqueño 74’ displays a big and elongated shape. We found an ortholog of OVATE in our dataset expressed in Ch20 DAA and with lower expression levels (under 4 FC) in St20 DAA. In pepper, an OVATE-like protein has been associated with changes in fruit shape [92]. OVATE is a negative regulator of cell growth via suppression of GA biosynthesis, and its over-expression leads to dwarf fruits [93]; downregulation of OVATE expression in pepper turned round fruits into oblong forms [92]; OVATE was clustered together with a homolog of the tomato FAS gene, a CLAVATA3 (CLV3) homolog that in tomato contains a mutation that produces bigger fruits with a fasciated shape; however, the original function of CLV3 was to restrict the size of the stem cell population. In Chiltepin, OVATE and FAS/CLV3 could be responsible for the round shape and small size of the Chiltepin fruit.

Secondary metabolites are compounds that are not necessary for the basal processes in plants but are useful for interaction with the surrounding environment. Usually, secondary metabolites are used as a defense against different types of stress. There is a great range of secondary metabolites synthesized from primary metabolites (amino acids, lipids, and carbohydrates) including terpenes, phenolics, nitrogen (N), and sulfur (S) containing compounds. Additionally, secondary metabolites contribute to the organoleptic characteristics of pepper fruit (odor, taste, color, and pungency), and are an excellent source of nutritious elements essential for human diets [94, 95]. In our study, we found differences in gene expression patterns between the two peppers; usually, most genes involved in secondary metabolism are turned on at developmental stages, and start shutting off over the ripening stage; once the pigments, volatile compounds, capsaicinoids, etc, have been stored and the fruit has obtained the traits that make it attractive for seed dispersion. We found a very similar expression pattern in both peppers; however, two genes were DE only in Chiltepin: Chalcone isomerase (CHI3) involved in the anthocyanin biosynthesis (downregulated in contrast Ch20-St20 and Ch20-Ch68); (E)-*β*-ocimene synthase, a monoterpenoid that has been associated to herbivore attack response [48] (downregulated in contrast Ch68-St60); and *β*-carotene hydroxylase-2 (BCH2), an enzyme responsible for the xanthophyll biosynthesis [96] (upregulated in contrast Ch20-Ch68). This may suggests there could be a difference in secondary metabolites accumulation. Previous studies have shown that upregulation of Chalcone isomerase in tomato produced an increase of up to 78-fold in fruit flavonols [97].

Fig 6A and 6B show a hypothetical biological model for the fruit maturation process of Serrano and Chiltepin pepper, respectively, based on the results obtained in this study. There were notable differences in both peppers related to fruit development and growth, secondary metabolism, cell wall modification response to stress and seed development. In Serrano (Fig 6A) pepper, induced cell growth genes (*FUL2,SAUR50 AND PP2C*) may be responsible for the phenotypical elongated shape via an acid growth mechanism, those genes were not induced in Chiltepin (Fig 6B) in which a combination of two genes (*OVATE* and *FAS/CLV3*) might be responsible for the small and round fruits. In Serrano most genes related to secondary metabolism are repressed, probably because this pepper presents an early senescence. On the other hand, in Chiltepin there were induced genes related to the biosynthesis of carotenoids, terpenoids, flavanones, and phenylpropanoids. There were induced genes in Serrano related to seed development that were not differentially expressed in Chiltepin. Finally, both peppers presented a great number of genes related to stress responses; however, those were more diverse in Chiltepin than in Serrano, and in some cases there were more than one differentially expressed gene with the same annotation (probably paralog genes), this was also the case for genes responsible for cell wall degradation in Chiltepin, where more than one gene were found differentially expressed.

**Fig 6:**
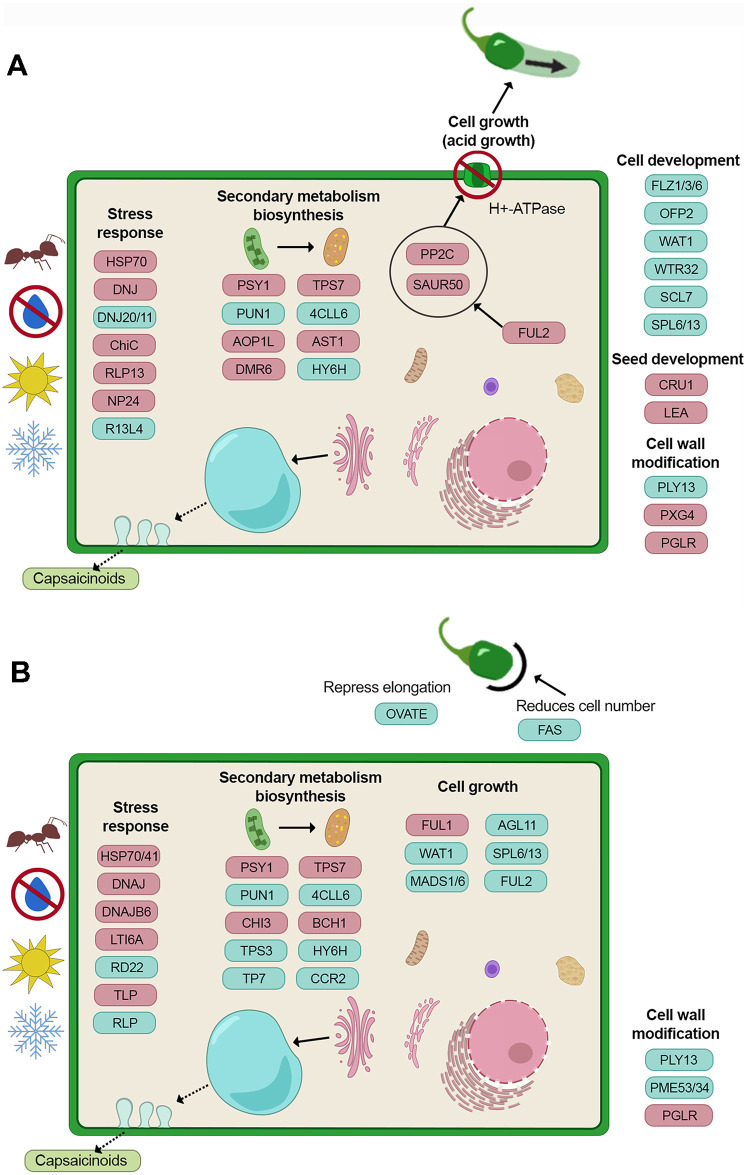
Biological model for the fruit maturation process of A) Serrano pepper (St20-St60), and B) Chiltepin pepper (Ch20-Ch68). Red boxes indicate genes induced (with at least 4-fold expression at the mature stage), blue boxes indicate gene repressed (with at least 4-fold expression at the immature stage).

In conclusion, we presented a comprehensive transcriptome analysis of a wild and a cultivated pepper variety over two developmental stages. Our results showed that despite the great morphological differences between the fruits of these two varieties, they showed very similar expression patterns, with differences in genes related to shape, size, ethylene and secondary metabolites biosynthesis; suggesting that changes produced by the domestication of chili pepper may be very specific to the expression pattern of genes involved in traits important for commercial fruits.

## Materials and methods

### Plant material

Fruits from the wild pepper *Capsicum annuum var*. * glabriusculum* ‘chiltepin’ were collected from a wild population in Tepoca locality, Municipality of Yécora (Sonora, Mexico; 28.43° N, -109.25° W). Seeds were germinated in plastic pots containing sterile soil mixture as previously described [98]. The seedlings were grown under greenhouse conditions in a randomized experimental condition at the Laboratorio Nacional de Genómica para la Biodiversidad (LANGEBIO-CINVESTAV, Irapuato-México). Individual flowers were tagged at anthesis, fruits were randomly collected from different plants at 20 (green fruits, immature state) and 68 (red fruits, mature state) DAA. After sampling, the fruits were cleaned with ethanol and stored at -80°C until further analysis.

### RNA extraction, library construction and sequencing

For total RNA, 6 fruits at 20 and 68 DAA stages each were randomly selected from the pool of all harvested fruits. Whole fruits (pericarp, placenta, and seeds) were ground using a TissueLyser system (QIAGEN) with beads. Disruptions were performed at intervals of 1 min at 30 freq/s. RNA extraction was performed from each fruit of Chiltepin separately, and 100mg aliquots were measured from each RNA extraction and then pooled. The process was repeated with a different collection of fruits to get an independent biological replicate for a total of 4 samples. A NucleoSpin RNA Plant kit (Macherey-Nagel) was used for total RNA extraction following the manufacturer’s recommendations. Each RNA sample was subjected to DNase treatment using DNase I (Macherey-Nagel) according to the manufacturer’s protocol. Total RNA concentration was quantified using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific Nanodrop). RNA integrity was evaluated by electrophoresis on a 1.0% agarose gel, and aliquots of RNA were run in an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA).

For sequencing, cDNA libraries were created using 12 *μg* of total RNA from each biological replicate. Sequencing of the four total RNA samples was performed in the Laboratorio de Servicios Genómicos (CINVESTAV-LANGEBIO, Irapuato, Mexico) using Illumina TruSeq RNA sample v2 Guide preparation, following the manufacturer’s instructions. The four cDNA libraries were sequenced from both 5’ and 3’ ends using an Illumina NextSeq 500 platform, according to the manufacturer’s instructions; to produce 260 million 2x150-bp paired-end reads (See S1 Table, S1 Fig for details). Quality filtering, alignment, and abundance calculation.

### Quality filtering, alignment and abundance calculation

Raw sequencing reads were filtered using Trimmomatic V. 0.3678 [99]. Illumina sequencing adapters were removed, and a sliding window of 4 base pairs and a Phred quality value < 15 was used to trim reads. Finally, reads with a final length < 50 base pairs were removed (S1 Table). Raw and trimmed reads were subjected of a quality control analysis using the FastQC V. 0.11.5 software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/; last accessed June 2020) to verify the per-base sequence quality, length distribution, per sequence GC content, and the absence of adapter (S1 and S2 Figs).

Trimmed reads were aligned to the chili pepper cv. CM334 reference genome (version 1.6) [100] using the alignment software Hisat2 V. 2.1.0 [101] with known splice sites extracted from the *Capsicum annuum* cv. CM334 annotation (version 2.0, http://peppergenome.snu.ac.kr; last accessed June 2020) and default parameters (S1 Table). Gene raw counts were estimated using HTseq-count V. 0.11.0 [102] with the ‘union’ option.

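In union mode, HTSeq-count gives a fragment to a gene when all the genes it touches are that one gene, and sets aside fragments that touch more than one. Of the entries counted by the authors, 65.4% and 61.8% were given to genes in replicates 1 and 2 at 20 DAA, and 64.0% and 68.3% in those at 68 DAA. The share that touched no gene was 18.8%, 20.0%, 23.5% and 18.4% in the same order, and the share set aside as ambiguous lay between 0.465% and 0.775%. The deposited annotation holds 35884 gene models, 31636 on 12 chromosomes and 4248 on unplaced scaffolds, and none overlaps another. At least 1 count was found for 27380 of them in the Chiltepin libraries. The strand setting of the counting is not given in the paper's text. The 10 genes with the highest counts held 5.85% and 6.85% of the counts on genes at 20 DAA and 12.5% and 14.0% at 68 DAA.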

### Sequence annotation

Annotation of the *Capsicum annuum* cv. CM334 genes was accomplished using the software Blast2GO [103] by performing a BLAST search against the reviewed database UniProtKB/Swiss-Prot [104] to identify similar sequences. GO and the generalized slimGO terms were assigned by Blast2GO with default parameters.

The *Capsicum annuum* genome has been through unequal gene-duplication events, resulting in a genome four times bigger than the tomato [100]. A clustering ortholog approach was used to infer orthology relationships between pepper and tomato genes; the software Inparanoid V. 4.2 [105] was used with the tomato reference genome protein sequence (ITAG Release 3.2).

Metabolic pathway assignments based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/, last accessed June 2020) [106] were set using the KAAS automatic annotation server [47], and by mapping against the *Capsicum annuum* cv. Zunla-1 genome [107] using the bi-directional best hit method.

### Statistical analyses

The Bioconductor package edgeR v. 3.24.3 [108] in R v. 3.5.3 [109] was used to evaluate the differential expression on contrasts between accessions: Chiltepin (CH, Wild) and Serrano (ST, Cultivated), and sampling time: 20, 60 and 68 DAA (S2 Table). Genes with zero total count and genes with average log count per million < 1 in all libraries were excluded from the analysis. Normalization by trimmed mean of M values (TMM) was used to calculate normalization factors for each library. We estimated common, trended and tagwise dispersion, and a generalized linear model (GLM) with a negative binomial distribution was fit to raw count data. Genes with a false discovery rate (FDR) < 0.01 were classified as significantly differentially expressed (DE).

Gene ontology (GO) enrichment analysis was performed on DE genes from each contrast using the Bioconductor library goseq v. 1.38.0 [110] to test for under and over-representation of GO terms among the set of DE genes. Gene ontologies significantly enriched (with FDR < 0.05, ancestral terms included) were selected.

Metabolic pathway analysis was performed to assess possible biological processes that may be affected by the conditions (accession and sampling time) of the experiment. A list of enriched KEGG metabolic pathways (FDR < 0.05) was generated for each contrast using the R library ClusterprofileR v. 3.10.1 [111].

### Serrano ‘Tampiqueño 74’ dataset

A table of raw counts of Serrano ‘Tampiqueño 74’ samples was obtained from an ongoing research project [45]. The protocol described for Chiltepin was used; however, Tophat2 was used to align the clean reads against the reference genome instead of Hisat2.

## Supporting information

S1 Fig Per base quality of raw Chiltepin RNA-Seq reads. Per base quality of raw Chiltepin RNA-Seq lectures: A) 20 DAA replicate 1, B) 20 DAA replicate 2, C) 68 DAA replicate 1, D) 68 DAA replicate 2. In all cases the plot on the left shows the FastQC result for forward raw reads and the plot on the right shows the FastQC results for reverse raw sequencing reads.
(PDF) Click here for additional data file.

S2 Fig Per base quality of filtered Chiltepin RNA-Seq reads. Per base quality of filtered Chiltepin RNA-Seq lectures: A) 20 DAA replicate 1, B) 20 DAA replicate 2, C) 68 DAA replicate 1, D) 68 DAA replicate 2. In all cases the plot on the left shows the FastQC result for forward trimmed reads and the plot on the right shows the FastQC results for reverse trimmered sequencing reads.
(PDF) Click here for additional data file.

S3 Fig *Capsicum annuum* L. cv. ‘Criollo de Morelos’ gene annotation statistics. Statistics of *Capsicum annuum* L. cv. ‘Criollo de Morelos’ genes annotated via BLAST2GO. A) BLAST2GO gene tag distribution, displays the number of genes with no Blast, blasted, annotated, and mapped. B) BLAST2GO GO level distribution, shows the number of annotations per GO level for biological process, molecular function and cellular component ontologies.
(PDF) Click here for additional data file.

S4 Fig Enriched metabolic pathway *Phenilpropanoid biosynthesis*. Metabolic pathway enriched in the contrast Ch20-Ch68, green boxes indicate enzymes encoded by genes repressed, red boxes indicate enzymes encoded by genes induced in the contrast.
(PDF) Click here for additional data file.

S5 Fig Enriched metabolic pathway *cutine, suberine and wax biosynthesis*. Metabolic pathway enriched in the contrast: A) St20-St60 (Serrano 20 DAA vs Serrano 60 DAA), B) Ch20-Ch68 (Chiltepin 20 DAA vs Chiltepin 68 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.
(PDF) Click here for additional data file.

S6 Fig Enriched metabolic pathway *Photosynthesis-antenna proteins*. Metabolic pathway enriched in the contrast: A) St20-St60 (Serrano 20 DAA vs Serrano 60 DAA), B) Ch20-Ch68 (Chiltepin 20 DAA vs Chiltepin 68 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.
(PDF) Click here for additional data file.

S7 Fig Enriched metabolic pathway *Carotenoid biosynthesis*. Metabolic pathway enriched in the contrast St20-St60 (Serrano 20 DAA vs Serrano 60 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.
(PDF) Click here for additional data file.

S8 Fig Enriched metabolic pathway *Plant hormone signal transduction*. Metabolic pathway enriched in the contrast St20-St60 (Serrano 20 DAA vs Serrano 60 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.
(PDF) Click here for additional data file.

S9 Fig Enriched metabolic pathway *Sesquiterpenoid and triterpenoid biosynthesis*. Metabolic pathway enriched in the contrast Ch20-Ch68 (Chiltepin 20 DAA vs Chiltepin 68 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.
(PDF) Click here for additional data file.

S1 Table Chiltepin RNA-Seq reads statistics. Number of Chiltepin RNA-Seq raw sequencing reads, number of filtered reads and alignment rate of Chiltepin trimmed reads against the reference genome *Capsicum annuum* (cv. ‘Criollo de Morelos 334’) per sample.
(XLSX) Click here for additional data file.

S2 Table Contrast design matrix. Contrast designs used in the differential expression analysis in EdgeR, contrasts with no biological meaning were dismissed.
(XLSX) Click here for additional data file.

S3 Table Homologs with tomato fruit maturation genes. Tomato genes related to fruit development and ripening and pepper homologs detected with BLASTp, E-value and Bitscore of each alignment.
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptomic analysis of a wild and a cultivated varieties of Capsicum annuum over fruit development and ripening
**Source:** PLoS One. 2021 Aug 24;16(8):e0256319. doi: 10.1371/journal.pone.0256319

## Structure of common cutin and suberin monomers

## Unsubstituted fatty acids

 $\omega$ -Hydroxy fatty acids $\alpha,\omega$ -Dicarboxylic acids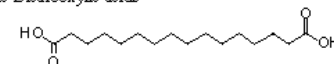

## Mid-chain functionalized monomers

## Epoxy-fatty acids

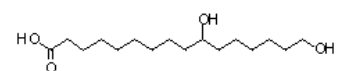

## Polyhydroxy-fatty acids

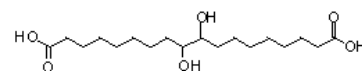Polyhydroxy  $\alpha,\omega$ -dicarboxylic acids

## Fatty alcohols

## Alkan-1-ols and alken-1-ols

 $\alpha,\omega$ -Alkanediols and  $\alpha,\omega$ -alkenediols

## Glycerol

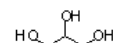

## Phenolics

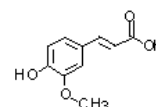

## Structure of common wax

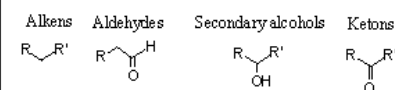

## Diketones

## Primary alcohols

## Alkyl esters

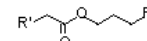

## Biosynthesis of unsaturated fatty acids

## Fatty acid elongation

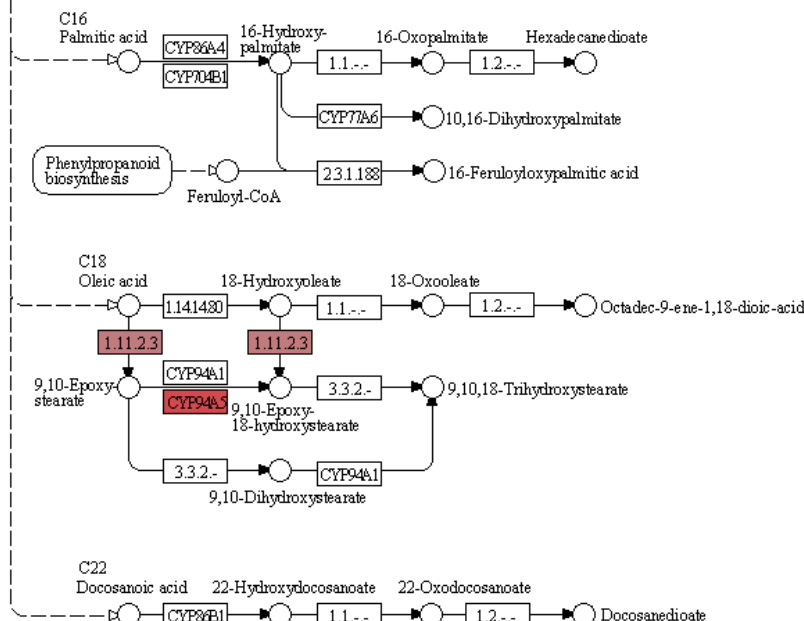

## Cutin and suberin biosynthesis (general form)

## Biosynthesis of unsaturated fatty acids

## Fatty acid elongation

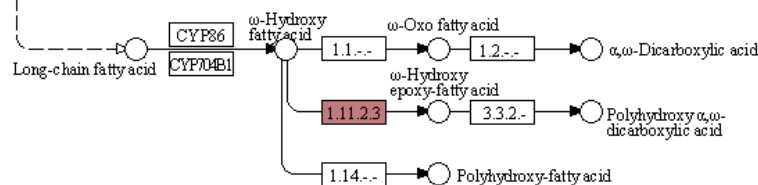

## Wax biosynthesis (general form)

## Biosynthesis of unsaturated fatty acids

## Fatty acid elongation

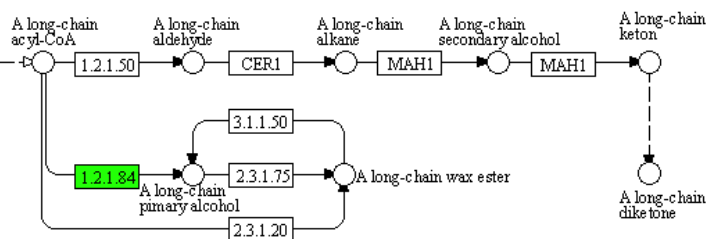

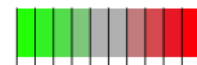

## Structure of common cutin and suberin monomers

## Unsubstituted fatty acids

 $\omega$ -Hydroxy fatty acids $\alpha,\omega$ -Dicarboxylic acids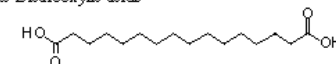

## Mid-chain functionalized monomers

## Epoxy-fatty acids

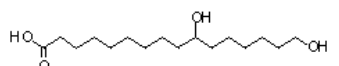

## Polyhydroxy-fatty acids

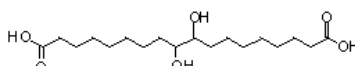Polyhydroxy  $\alpha,\omega$ -dicarboxylic acids

## Fatty alcohols

## Alkan-1-ols and alken-1-ols

 $\alpha,\omega$ -Alkanediols and  $\alpha,\omega$ -alkenediols

## Glycerol

## Phenolics

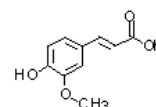

## Structure of common wax

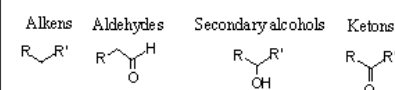

## Diketones

## Primary alcohols

## Alkyl esters

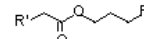

## Biosynthesis of unsaturated fatty acids

## Fatty acid elongation

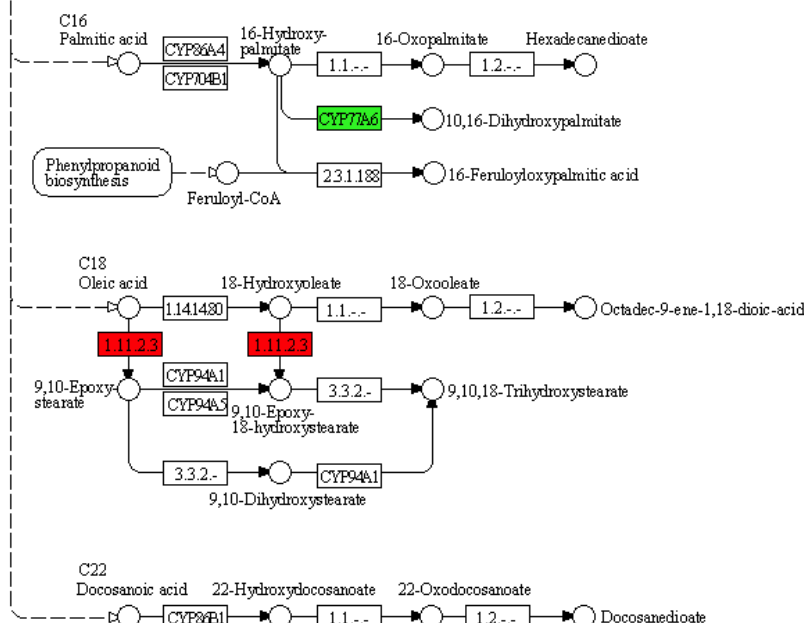

## Cutin and suberin biosynthesis (general form)

## Biosynthesis of unsaturated fatty acids

## Fatty acid elongation

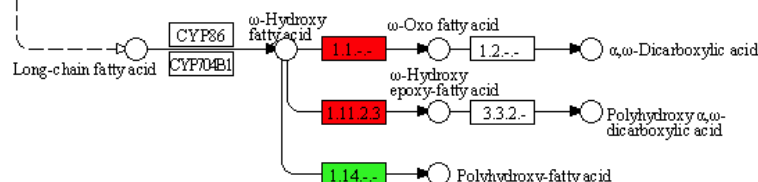

## Wax biosynthesis (general form)

## Biosynthesis of unsaturated fatty acids

## Fatty acid elongation

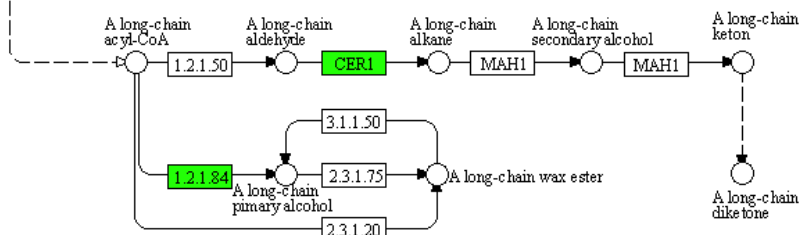

**Supplement:** S5 Fig — Metabolic pathway enriched in the contrast: A) St20-St60 (Serrano 20 DAA vs Serrano 60 DAA), B) Ch20-Ch68 (Chiltepin 20 DAA vs Chiltepin 68 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.

# Supplementary material for: Transcriptomic analysis of a wild and a cultivated varieties of Capsicum annuum over fruit development and ripening
**Source:** PLoS One. 2021 Aug 24;16(8):e0256319. doi: 10.1371/journal.pone.0256319
**Supplement:** S6 Fig — Metabolic pathway enriched in the contrast: A) St20-St60 (Serrano 20 DAA vs Serrano 60 DAA), B) Ch20-Ch68 (Chiltepin 20 DAA vs Chiltepin 68 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.

# PHOTOSYNTHESIS - ANTENNA PROTEINS

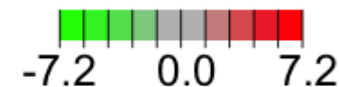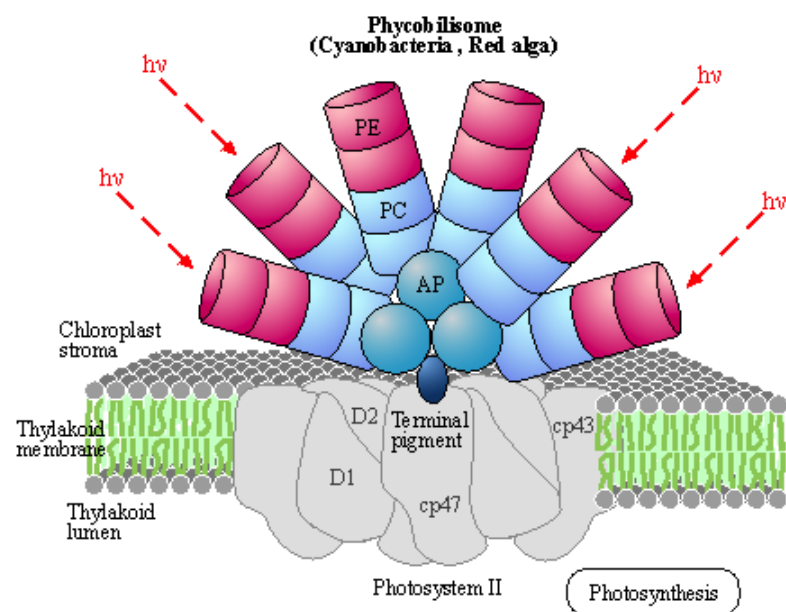

Allophycocyanin (AP)

|      |      |      |      |      |      |
|------|------|------|------|------|------|
| ApcA | ApcB | ApcC | ApcD | ApcE | ApcF |
|------|------|------|------|------|------|

Phycocyanin (PC) / Phycoerythrocyanin (PEC)

|      |      |      |      |      |      |      |
|------|------|------|------|------|------|------|
| CpcA | CpcB | CpcC | CpcD | CpcE | CpcF | CpcG |
|------|------|------|------|------|------|------|

Phycoerythrin (PE)

|      |      |      |      |      |      |      |      |
|------|------|------|------|------|------|------|------|
| CpeA | CpeB | CpeC | CpeD | CpeE | CpeR | CpeS | CpeT |
| CpeU | CpeY | CpeZ |      |      |      |      |      |

**Light-harvesting chlorophyll protein complex**  
(Plant, Green alga)

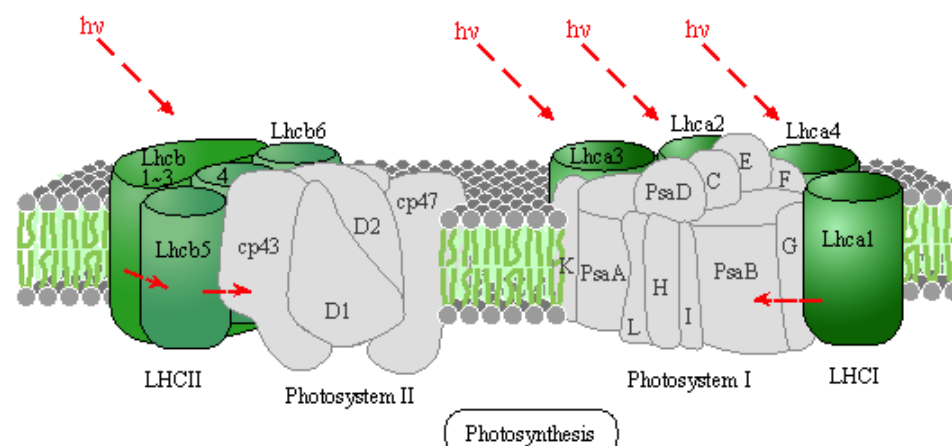

Light-harvesting chlorophyll protein complex (LHC)

|       |       |       |       |       |
|-------|-------|-------|-------|-------|
| Lhca1 | Lhca2 | Lhca3 | Lhca4 | Lhca5 |
|-------|-------|-------|-------|-------|

|       |       |       |       |       |       |       |
|-------|-------|-------|-------|-------|-------|-------|
| Lhcb1 | Lhcb2 | Lhcb3 | Lhcb4 | Lhcb5 | Lhcb6 | Lhcb7 |
|-------|-------|-------|-------|-------|-------|-------|

Data on KEGG graph  
Rendered by Pathview

(a)

# PHOTOSYNTHESIS - ANTENNA PROTEINS

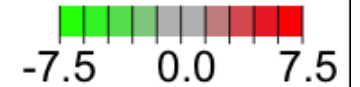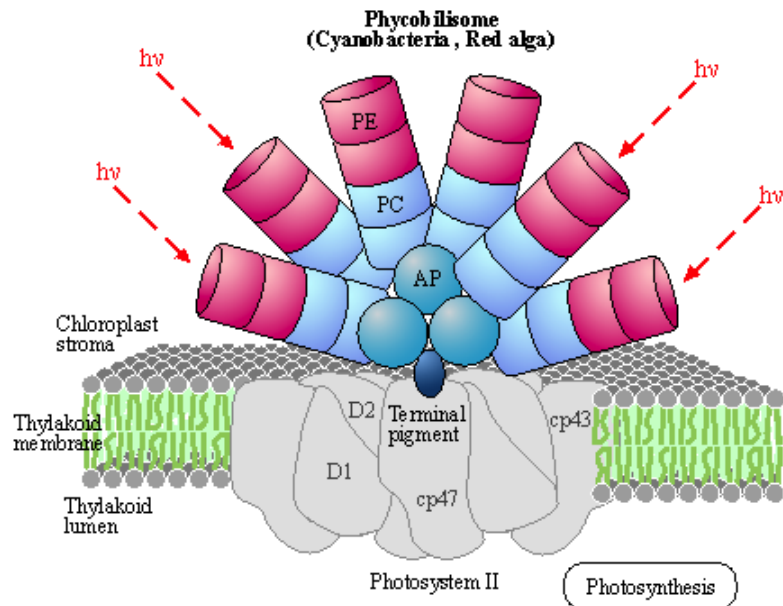

Allophycocyanin (AP)

|      |      |      |      |      |      |
|------|------|------|------|------|------|
| ApcA | ApcB | ApcC | ApcD | ApcE | ApcF |
|------|------|------|------|------|------|

Phycocyanin (PC) / Phycoerythrocyanin (PEC)

|      |      |      |      |      |      |      |
|------|------|------|------|------|------|------|
| CpcA | CpcB | CpcC | CpcD | CpcE | CpcF | CpcG |
|------|------|------|------|------|------|------|

Phycoerythrin (PE)

|      |      |      |      |      |      |      |      |
|------|------|------|------|------|------|------|------|
| CpeA | CpeB | CpeC | CpeD | CpeE | CpeR | CpeS | CpeT |
| CpeU | CpeY | CpeZ |      |      |      |      |      |

**Light-harvesting chlorophyll protein complex (Plant, Green alga)**

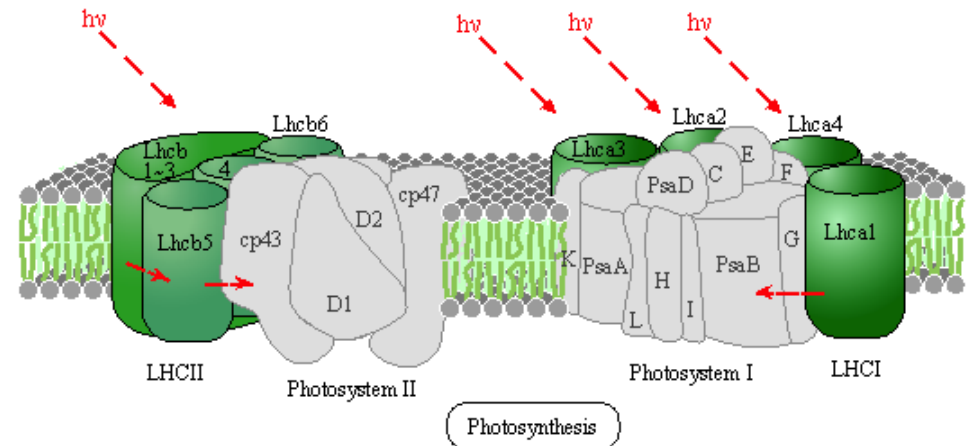

Light-harvesting chlorophyll protein complex (LHC)

|       |       |       |       |       |
|-------|-------|-------|-------|-------|
| Lhca1 | Lhca2 | Lhca3 | Lhca4 | Lhca5 |
|-------|-------|-------|-------|-------|

|       |       |       |       |       |       |       |
|-------|-------|-------|-------|-------|-------|-------|
| Lhcb1 | Lhcb2 | Lhcb3 | Lhcb4 | Lhcb5 | Lhcb6 | Lhcb7 |
|-------|-------|-------|-------|-------|-------|-------|

Data on KEGG graph  
Rendered by Pathview

# Supplementary material for: Transcriptomic analysis of a wild and a cultivated varieties of Capsicum annuum over fruit development and ripening
**Source:** PLoS One. 2021 Aug 24;16(8):e0256319. doi: 10.1371/journal.pone.0256319

# SESQUITERPENOID AND TRITERPENOID BIOSYNTHESIS

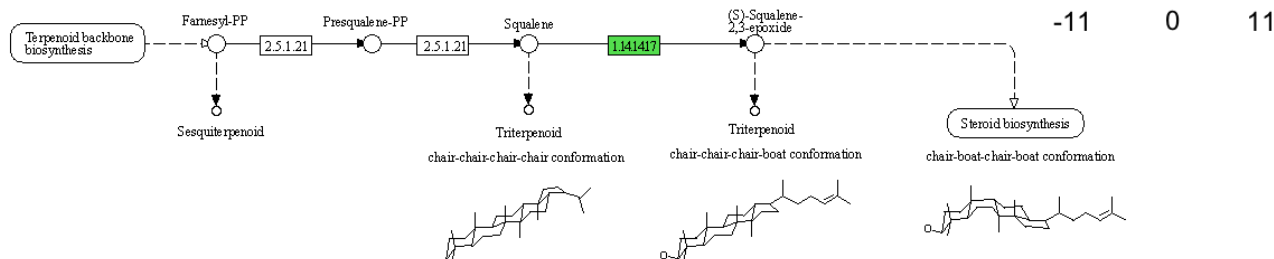

## Sesquiterpenoid

### Acyclic sesquiterpenoid

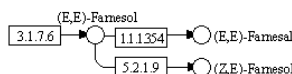### Bisabolene-type

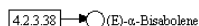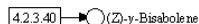### Germacren-type

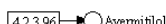

### Humulene-type

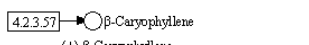### Cadinyl-type

## Triterpenoid chair-chair-chair conformation

### Hopane and Tetrahymanol

## Triterpenoid chair-chair-chair-boat conformation

### Protosteryl-type

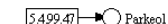

### Dammarenyl-type

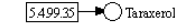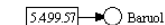

### Other-type

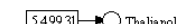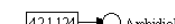**Supplement:** S9 Fig — Metabolic pathway enriched in the contrast Ch20-Ch68 (Chiltepin 20 DAA vs Chiltepin 68 DAA). Green boxes indicate enzymes encoded by genes repressed in the corresponding contrast, red boxes indicate enzymes encoded by genes induced in the corresponding contrast.

How the deposited data were processed for this re-analysis (not part of the article)

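RNA-Seq counts of Chiltepin fruits were analysed at 20 DAA (2 libraries) and 68 DAA (2 libraries). The authors deposited raw counts per gene for each library, made with Trimmomatic, Hisat2 and HTSeq-count in union mode, with no normalization. They also deposited the gene models used for counting. The methods, S1 Table and the gene identifiers name cv. CM334 as the reference, while the results section names cv. Zunla-1, and coordinates are given on CM334 version 1.6. Samples were assigned to stages and replicates from their labels and the methods. The libraries of Serrano were not analysed here.

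The HTSeq-count categories that name no gene were left out of library sizes and tests. They held between 31.7% and 38.2% of the entries. Counts on genes ranged from 12139415 to 26130664 per library. The lowest depth, in replicate 1 at 68 DAA, limits the precision of genes with few counts, and a count of 0 was read as at most 3 counts.

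Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, after TMM normalization. Genes with an average log2 CPM of at least 1 over the 4 libraries were tested with the quasi-likelihood test (prior count 0.125) and p-values were adjusted by the Benjamini-Hochberg method. A DEG had an FDR under 0.01 and a change of at least 4-fold. Standard errors of log2 fold changes are those of log2 CPM (prior count 2) between replicates. They rest on 2 libraries per stage and can fall below counting error where counts are few, so they do not give the full uncertainty. CPM values are means with the SD of 2 libraries. A fold against a stage whose libraries both had at most 3 counts was computed against that floor and is a lower bound. The procedure was tested on simulated data with 200 changed genes, of which 97.5% were called. These changes were few, balanced in direction and all larger than 4-fold, so this share does not carry over to the DEGs of the data.

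The rule for the named genes, the limits, the tests between the stages and the alternatives were set before the data were examined, except a common BCV fixed by hand and the removal of the 10 genes with the highest counts of each library, which were added afterwards. Tests of explanations that were also chosen afterwards are named in each part of the closing section. The alternatives were the likelihood ratio test, DESeq2 1.42.0, limma-voom, robust dispersion, a test against a 4-fold change, other limits, other normalizations and filters, libraries thinned to the same total, the replicate number as a block, and each replicate left out in turn.

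The genes named in the text were fixed as the S3 Table genes that the paper names, the other S3 Table genes that were DEGs, genes of the paper found by name in the annotation, the DEGs with the largest fitted changes and members of gene families. The deposited annotation does not pair its identifiers with names, so names came from S3 Table alone, the families and the other genes of the paper were not analysed here, and 2 unnamed genes are given in each direction. The Zunla-1 homologs of 36 of the 38 genes in the copy of S3 Table were matched to the RefSeq gene table of assembly UCD10Xv1.1, which was used for gene types only. GO, KEGG and MapMan results were not analysed here. Correlations, neighbouring genes and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.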

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

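Of the tests in this part, the one on reads shared between gene copies was chosen only after the result was seen.

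Among the S3 Table genes that were DEGs in Ch20-Ch68, 5 carry names that Fig 5 does not show and whose levels in pepper the paper does not discuss. Both pepper genes listed for MADS-RIN rose. CA.PGAv.1.6.scaffold1021.30, on chromosome 11 of CM334 version 1.6 from 14752886 to 14760681, went from 2.87 ± 0.480 CPM (SD, n = 2) at 20 DAA to 2034 ± 94.0 CPM (SD, n = 2) at 68 DAA, a log2 fold change of 9.47 (adjusted p = 7.43e-06 from the quasi-likelihood test of edgeR). CA.PGAv.1.6.scaffold1091.1, on an unplaced scaffold from 76214 to 85122, rose by a log2 fold change of 4.32 (adjusted p = 0.000246 from the same edgeR test). LeSPL-CNR (CA.PGAv.1.6.scaffold529.23, chromosome 2, from 141090231 to 141091704) had a log2 fold change of -7.27 (adjusted p = 1.88e-05, edgeR), which rests on 9 and 6 counts at 68 DAA. Its size is uncertain, at -7.97 without replicate 1 at 68 DAA and -6.49 without replicate 2. The alpha-mannosidase gene (CA.PGAv.1.6.scaffold423.45, chromosome 6, from 220995441 to 221005983) had a log2 fold change of -2.98 (adjusted p = 3.89e-05, edgeR). NSGT1 (CA.PGAv.1.6.scaffold92.26, chromosome 10, from 173792306 to 173793550) had 439 and 477 counts at 20 DAA and none at 68 DAA, and was at least 94.2-fold lower at 68 DAA.

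The choice among the scalings and filters tried is argued against as the cause. The largest median shift of a scaling was -0.26 in log2, far smaller than any of these changes. Over all alternatives set beforehand, the libraries left out in turn included, the smallest size of a log2 fold change among these 5 genes was 2.78. It was that of the alpha-mannosidase gene without replicate 1 at 20 DAA, and is still more than 4-fold. None of the 5 genes changed direction. For the second MADS-RIN gene, reads that belong to the more abundant copy may contribute to its rise. It held 4.14% of the counts of both copies in replicate 1 at 68 DAA and 2.23% in replicate 2, and 53.7% and 54.3% in the libraries at 20 DAA. A real rise and shared reads cannot be told apart here, because the sequences of the copies were not compared and 2 libraries do not show how far such a share varies. A difference between fruits at 20 and 68 DAA remains open as a biological explanation of these changes and was not tested further.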

How the results depend on the processing

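The tests with a common BCV were chosen only after the result was seen, with values that bracket the number of DEGs the paper gives.

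Over the 16 alternatives with a test set beforehand, the DEGs of Ch20-Ch68 were within 1.5 times the 4615 reported except with a 2-fold limit (7629 DEGs, 60.6% down-regulated, 23 of S3 Table) and with no fold limit (9904, 55.4%, 25 of S3 Table), which widen the definition itself. None of the 4615 DEGs was called in the opposite direction under any of these alternatives. The lowest number was 3438, all of them shared with the 4615, when the test was made against a 4-fold change, with 71.2% down-regulated. The down-regulated share also left its confidence interval with library totals only (74.0%), with filterByExpr (70.9%, of 6353 DEGs) and with all genes with at least 1 count (70.9%, of 6536 DEGs). Scaling by library totals shifted the median log2 fold change by -0.26 relative to TMM normalization, and the share should be read relative to that shift. The share was above 50% in every setting tried.

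The fits with a common BCV set by hand used the likelihood ratio test of edgeR in place of the quasi-likelihood test. With estimated dispersions the likelihood ratio test gave 4671 DEGs. With the common BCV, the number of DEGs was 4680 at a BCV of 0.4, 2290 at 0.8 (72.0% down-regulated) and 1421 at 1 (71.7%, 8 genes of S3 Table). It was 1012 at 1.1 (6 genes of S3 Table) and 541 at 1.2 (64.5%, 5 genes of S3 Table).

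Without a test, 11010 genes changed at least 4-fold when all genes with at least 1 count were kept, since this adds genes with few counts. Across the 4 fits that each left out one library, the number went from 4636 to 4717. The number of expressed genes moved most with a limit of 1 count in either library, to 26099 at 20 DAA and 24046 at 68 DAA. With that limit among the tested genes, the genes expressed at one stage only fell to 269 at 20 DAA and 78 at 68 DAA, since the filter already removes genes with few counts. Leaving out one library gave from 2875 to 2948 genes expressed only at 20 DAA and from 1298 to 1362 only at 68 DAA. More genes were expressed at 20 DAA than at 68 DAA under every rule.

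The 16 named genes that were tested kept their direction in every setting. Under the alternatives set beforehand, TAGL1 became a DEG with the 2-fold limit and with no fold limit, and no other call of these genes changed. The log2 fold changes moved by at least the spread between replicates in 7 genes with library totals only, in 3 after thinning, in 3 with a prior count of 2, in 1 (NSGT1) with DESeq2 and with limma-voom, and in 1 in each of the 4 fits without one library. Across these 4 fits the value of PG2 went from 16.20 to 20.38, because its size depends on the 3 counts of replicate 1 at 20 DAA. Of the 14 named genes that were DEGs, none lost the call at a common BCV of 0.4, 2 at 0.8, 6 at 1, 8 at 1.1 and 9 at 1.2.

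The stages share replicate numbers, and the paper does not say whether a number marks the same round of collection or extraction in both stages. The deviations of replicate 1 from the stage mean had a correlation of 0.0251 across genes between the stages. With the replicate number as a replicate block, 4665 genes were DEGs, 69.4% of them down-regulated. The gene family tests and their alternatives were not run, because identifiers could not be assigned to families. The depth of replicate 1 at 68 DAA limits the precision of genes with few counts. After thinning to its total, 4654 genes were DEGs, of which 4521 were among the 4615.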

Differences from the paper's values

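The comparison with a common BCV was chosen after the result was seen; the other comparisons were set before the data were examined.

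In Ch20-Ch68, 4615 DEGs were found here against the paper's 882, with 3205 down-regulated against the paper's 639 and 1410 up-regulated against the paper's 243. None of the alternatives set before the data were examined closed these gaps. The nearest of them, the test against a 4-fold change, gave 3438 DEGs, 2448 down-regulated and 990 up-regulated. A common BCV of 1.1 with the likelihood ratio test, chosen after seeing the values, gave 1012 DEGs, 713 down-regulated and 299 up-regulated. These are within 1.5 times the paper's values. At a BCV of 1.2 the up-regulated DEGs were 192. The down-regulated share was 69.4% against the paper's 72.45%.

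Fig 1B shows about 630 genes expressed in Chiltepin at 20 DAA and not at 68 DAA, and about 160 at 68 DAA and not at 20 DAA, read by eye and added over its areas. The values here were 2932 and 1300. None of the alternatives set before the data were examined came within 1.5 times of either. The nearest for both was a limit of 1 count in either library among the tested genes, with 269 and 78.

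The paper selected 105 tomato genes with 778 candidates, and the copy of S3 Table used here holds 31 names and 38 pepper genes, for which no alternative applies.

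The paper gives one copy of TAGL1 as down-regulated in Ch20-Ch68. It places another in a cluster higher in mature fruits, and states that most genes of that cluster were DEGs only in this contrast. Which copy S3 Table lists is not given. The TAGL1 gene of S3 Table rose by a log2 fold change of 1.30, under the 4-fold limit. It was a DEG with the 2-fold limit and with no fold limit. The paper gives APETALA2 as down-regulated in this contrast, while the gene of S3 Table had 5 and 2 counts at 20 DAA and was not tested. Other genes with these names were not analysed here. The paper describes FUL2 as not expressed in Chiltepin at 68 DAA, where 35 and 73 counts were found. Fig 5 does not show MADS-RIN, LeSPL-CNR, NSGT1 or the alpha-mannosidase gene, which were DEGs here.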

Other observations

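Of the tests in this part, those on depth and scaling were set before the result was seen. The one on the genes with the highest counts was added after the data were seen, and its form with library totals and those on gene length, dispersion, merged gene models and neighbouring genes were chosen only after the result was seen.

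More genes were expressed in Chiltepin at 20 DAA than at 68 DAA, by 1632 genes. For the average log2 CPM rule, the lower depth of a library at 68 DAA is argued against as the whole cause. The difference was 1570 after all libraries were thinned to the same total. That rule already scales counts for depth, and genes with at least 1 count were not recounted after thinning. For their number, an effect of depth remains open. A few genes taking many of the counts at 68 DAA may add to the difference when libraries are scaled by their totals, as it was then 2012, and 1828 with the 10 genes with the highest counts of each library left out. As the whole cause this is argued against, since most of the difference stayed. Under TMM the same genes left out gave 1648, which decides nothing because TMM already discounts such genes. The difference between stages remains open as a biological explanation, and other explanations were not tested.

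Most DEGs were down-regulated. The other scalings tried cannot decide whether scaling contributes. RLE and upper quartile normalization moved the median log2 fold change by only 0.019 and -0.030 relative to TMM, and the share was 69.0% and 70.1%. Library totals moved it by -0.26, the direction that raises the share, which was then 74.0%. The share varied with gene length. Down-regulated DEGs had a median exon length of 1161 bp and up-regulated DEGs one of 1029 bp. With the tested genes split into 4 classes of about equal size by exon length, 63.6% of the DEGs were down-regulated in the class of the shortest genes, 68.0% and 70.0% in the next 2, and 77.3% in the class of the longest. Gene length is argued against as the whole cause, since most DEGs were down-regulated in each class, but a contribution of length to the size of the share remains open. The Spearman correlation between exon length and log2 fold change across all 17160 tested genes was 0.00037, which decides nothing here because it covers changes in both directions and genes that are not DEGs.

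More DEGs were found than the paper gives. Merging the 52 pairs of DEGs on the same strand within 1 kb that changed in the same direction left 4563. This cannot decide whether gene models that split one transcribed unit matter here. Merging removes 1 DEG per pair by construction, and the authors counted on the same gene models. A higher dispersion common to all genes could lower the number, and at a BCV of 1.1 it was 1012, but a high enough value brings any count down, so the number alone decides nothing. Which genes remain decides it only in part. At that BCV, 2 of the 5 S3 Table DEGs that Fig 5 does not name kept their call (MADS-RIN CA.PGAv.1.6.scaffold1021.30 and NSGT1), while 5 of the 9 that it names lost theirs, if the names in Fig 5 stand for the genes of S3 Table. These genes are few, and a gene in Fig 5 needs to be a DEG in only 1 of the contrasts. For FUL2, PSY1 and PG2, however, the paper gives a change in Ch20-Ch68 itself. At a BCV of 1.1, PG2 kept its call. FUL2 and PSY1 lost theirs, with adjusted p = 0.0956 and 0.0218 from the likelihood ratio test of edgeR at that BCV. For FUL2 and PSY1 this argues against a common BCV of 1.1, under the same condition on the names. The clusters in which Fig 5 places ARF4, MADS-box protein 1, GLK2 and TomloxC hold genes that the paper gives as down-regulated in Ch20-Ch68. At that BCV, GLK2 and TomloxC kept their calls. ARF4 and MADS-box protein 1 lost theirs (adjusted p = 0.129 and 0.387 from the same edgeR test). If the paper's statement covers ARF4 and MADS-box protein 1, their loss also argues against that BCV. For the remaining genes a higher common dispersion remains open. A dispersion estimated together with the Serrano libraries was not analysed here.

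Neighbouring genes changed together, though weakly, with 54.9% of adjacent pairs of tested genes changing in the same direction. Over 10230 pairs of adjacent tested genes, the Pearson correlation of their log2 fold changes was 0.163 (bootstrap 95% interval from 0.137 to 0.190), across genes that are not independent replicates. Within 1 kb, it was 0.688 for 381 pairs on the same strand (from 0.549 to 0.804) and 0.167 for 460 pairs on opposite strands (from 0.0621 to 0.276). Of the pairs on opposite strands, 411 converge, with a correlation of 0.156 (from 0.0588 to 0.265). The other 49 diverge, and their interval, from -0.281 to 0.737, overlaps that of the pairs on the same strand. For diverging pairs the values therefore decide nothing. For converging pairs the gap argues against regional control regardless of strand as the whole cause, unless such control depends on how close the gene starts lie. A candidate explanation is that one transcribed unit is annotated as 2 gene models, or that transcription runs on into the next gene. Tandem duplicates may give the same picture, as the correlation on the same strand was still 0.259 at 1 to 5 kb. These explanations cannot be told apart without the sequences of the genes.

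The paper discusses an ERF6 gene for Serrano. Fig 5 shows the name more than once without identifiers, so the ERF6 gene of S3 Table (CA.PGAv.1.6.scaffold14.17) may be another copy. The S3 Table gene was at 71.8 ± 2.46 CPM (SD, n = 2) in Chiltepin at 20 DAA and 93.6 ± 5.47 CPM (SD, n = 2) at 68 DAA. Its log2 fold change was 0.38 (adjusted p = 0.0198 from the quasi-likelihood test of edgeR), which missed the FDR limit of 0.01. A rise this small depends on the scaling. With library totals only, the log2 fold change was 0.12 (adjusted p = 0.368, edgeR). That scaling shifted the median log2 fold change of the tested genes by -0.26, so this value says nothing specific to ERF6. RLE and upper quartile normalization gave adjusted p values of 0.0199 and 0.0254 in the same edgeR test. With one library left out in turn, the log2 fold change ranged from 0.31 to 0.49.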
